# An ancient germ cell-specific RNA-binding protein protects the germline from cryptic splice site poisoning

**DOI:** 10.7554/eLife.39304

**Published:** 2019-01-24

**Authors:** Ingrid Ehrmann, James H Crichton, Matthew R Gazzara, Katherine James, Yilei Liu, Sushma Nagaraja Grellscheid, Tomaž Curk, Dirk de Rooij, Jannetta S Steyn, Simon Cockell, Ian R Adams, Yoseph Barash, David J Elliott

**Keywords:** RNA, gene expression, alternative splicing, meiosis, spermatogenesis, retrogene, Mouse

## Abstract

Male germ cells of all placental mammals express an ancient nuclear RNA binding protein of unknown function called RBMXL2. Here we find that deletion of the retrogene encoding RBMXL2 blocks spermatogenesis. Transcriptome analyses of age-matched deletion mice show that RBMXL2 controls splicing patterns during meiosis. In particular, RBMXL2 represses the selection of aberrant splice sites and the insertion of cryptic and premature terminal exons. Our data suggest a *Rbmxl2* retrogene has been conserved across mammals as part of a splicing control mechanism that is fundamentally important to germ cell biology. We propose that this mechanism is essential to meiosis because it buffers the high ambient concentrations of splicing activators, thereby preventing poisoning of key transcripts and disruption to gene expression by aberrant splice site selection.

## eLife digest

In humans and other mammals, a sperm from a male fuses with an egg cell from a female to produce an embryo that may ultimately grow into a new individual. Sperm and egg cells are made when certain cells in the body divide in a process called meiosis. Many proteins are required for meiosis to happen and these proteins are made using instructions provided by genes, which are made of a molecule called DNA.

The DNA within a gene is transcribed to make molecules of ribonucleic acid (or RNA for short). The cell then modifies many of these RNAs in a process called splicing before using them as templates to make proteins. During splicing, segments of RNA known as introns are discarded and other segments termed exons are joined together. Some exons may also be removed from RNAs in different combinations to create different proteins from the same gene.

A protein called RBMXL2 is able to bind to RNA molecules and is only made during and after meiosis in humans and most other mammals. RBMXL2 can also bind to other proteins that are known to be involved in controlling splicing of RNAs, but its role in splicing remains unclear.

To address this question, Ehrmann et al. studied the gene that encodes the RBMXL2 protein in mice. Removing this gene prevented male mice from being able to make sperm. Further experiments using a technique called RNA sequencing showed that the RBMXL2 protein helps to ensure that splicing happens correctly by preventing bits of exons and introns in mouse genes from being rearranged. These findings suggest that the gene encoding RBMXL2 is part of a splicing control mechanism that is important for making sperm and egg cells.

The work of Ehrmann et al. could eventually help some couples understand why they have problems conceiving children. Male infertility is poorly understood, and not knowing its causes can harm the mental health of affected men. Furthermore, these findings may help researchers to understand the role of a closely related protein called RBMY that has also been linked to infertility in men, but is much more difficult to study.

## Introduction

It has been a long recognised hallmark of mammalian gene expression patterns that there are extremely high levels of transcription and transcriptome complexity in testicular cells (de la Grange et al., 2010; Licatalosi, 2016; Soumillon et al., 2013; Pan et al., 2008; Wang et al., 2008; Clark et al., 2007; Grosso et al., 2008; Yeo et al., 2004). These high gene expression levels are thought to result from epigenetic changes that favour relaxed patterns of gene expression during meiosis – the unique form of division used to generate sperm and eggs (Soumillon et al., 2013). Many nuclear RNA-binding proteins are differentially expressed during and immediately after meiosis (Grellscheid et al., 2011; Schmid et al., 2013). These include the nuclear RNA binding protein RBMXL2 (also known as hnRNP GT) that is expressed only during and immediately after male meiosis, but not in the preceding spermatogonial cells (Ehrmann et al., 2008) (Figure 1A). Consistent with an important function in germ cell development, genetic studies have identified point mutations within infertile men in the human chromosome 11 *RBMXL2* gene (Westerveld et al., 2004). A further connection to male infertility is that *RBMXL2* belongs to the same gene family as *RBMY*, which was historically the first human Y chromosome infertility gene identified in the search for the *AZF* (*AZOOSPERMIA FACTOR*) gene (Ma et al., 1993).

**Figure 1.**
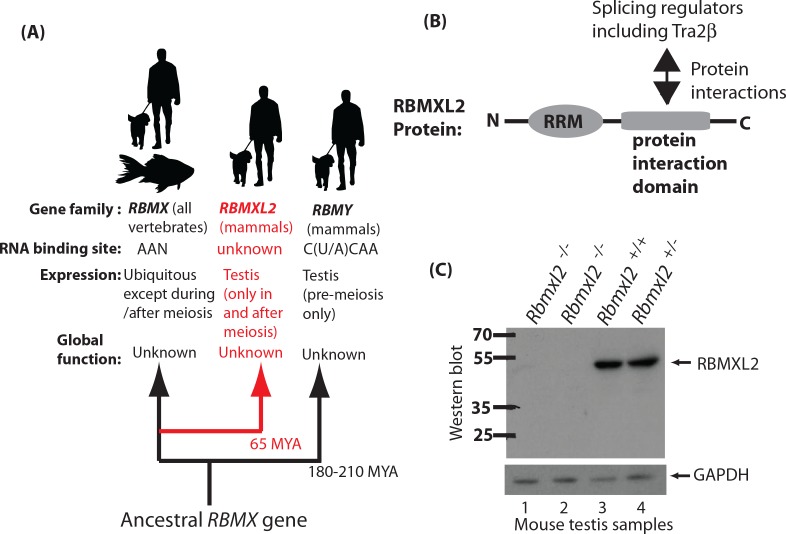
Creation of a mouse model which does not express the testis-specific RNA binding protein RBMXL2. (**A**) The *RBMXL2* gene evolved via retrotransposition of *RBMX* early in mammalian evolution. The cladogram shows three members of the gene family that derived from an ancestral *RBMX* gene, summarising their global functions, expression, and RNA binding sites of their encoded proteins. (**B**) Modular structure of the RBMXL2 protein, showing the known protein interaction with Tra2β. (**C**) Western blot confirming no RBMXL2 protein is made within 2 replicate samples of *Rbmxl2*^-/-^ adult testis, compared to wild type (*Rbmxl2*^+/+^) and heterozygous (*Rbmxl2^+/-^*) adult testes.

**Figure 1—figure supplement 1.**
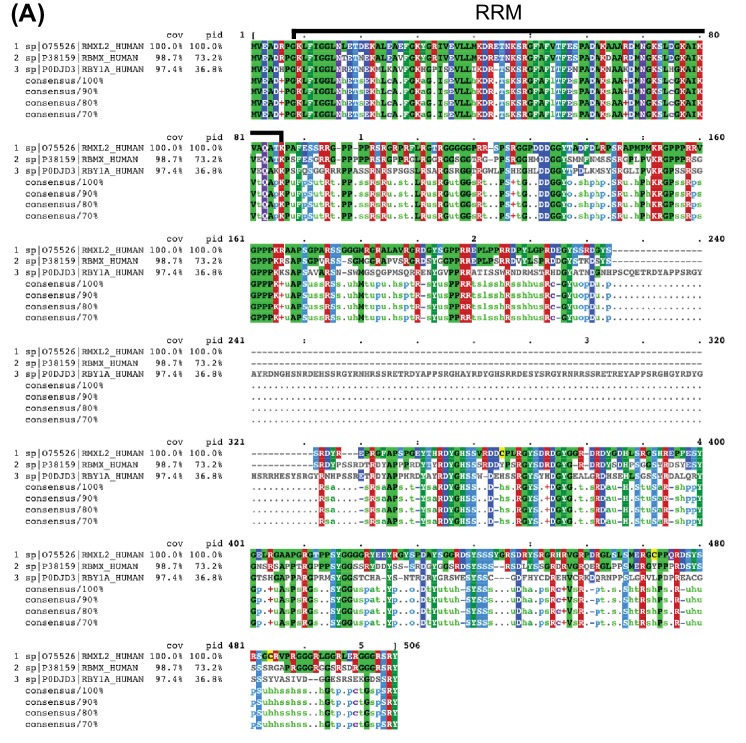
Alignment of RBMXL2 with RBMX and RBMY. (**A**) Visualization using MView (Brown et al., 1998) of Clustal Omega (version 1.2.4, [Sievers et al., 2011]) multiple sequence alignment of amino acid sequences of RBMXL2 (sequence 1, Uniprot ID O75526), RBMX (sequence 2, Uniprot ID P38159), and RBMY (sequence 3, Uniprot ID P0DJD3) highlighting overall identity to RBMXL2. The region of the alignment corresponding to the highly similar RRM (93.7% identity to RBMX and 77.2% identity to RBMY) is labelled.

**Figure 1—figure supplement 2.**
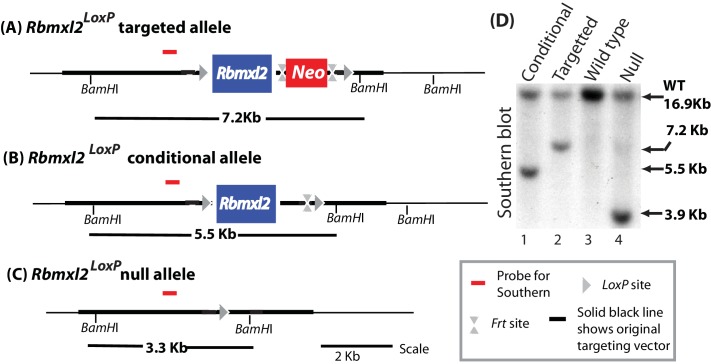
Genomic organisation of different genotype mice. (**A–C**) Genomic organisations of the different mouse genotypes were confirmed using Southern blotting (**D**).

*RBMXL2* evolved ~65 million years ago via retrotransposition of an mRNA from the X chromosome located RBMX gene (Figure 1A). An *RBMXL2* gene is found in all placental mammals, which is consistent with a fundamental role in germ cell biology. This role remains to be identified, but RBMXL2 protein has an N-terminal RNA Recognition Motif (abbreviated RRM, Figure 1B). RBMX and RBMY proteins are also nuclear RNA binding proteins that are very similar to RBMXL2 (73.2% and 36.8% overall identity to RBMX and RBMY, respectively; 93.7% and 77.2% identity within the RRMs, Figure 1—figure supplement 1). The RNA binding specificity of RBMXL2 protein is unknown, but both RBMX and RBMY proteins bind to AA dinucleotide-containing RNA sequences (Cléry et al., 2011; Moursy et al., 2014; Nasim et al., 2003). The RBMXL2, RBMX and RBMY proteins interact with and modulate the splicing activity of Tra2β and SR proteins in vitro (Figure 1B) (Cléry et al., 2011; Moursy et al., 2014; Liu et al., 2009; Nasim et al., 2003; Elliott et al., 2000a), suggesting a role in splicing control. Maintaining proper ratios of mRNA splice isoforms can be critical in normal development (Kalsotra and Cooper, 2011), where changes in isoforms can have effects on encoded proteins ranging from major to subtle. Alternative splicing is known to be critical for germ cell development. For example, deletion of the splicing regulator protein PTBP2 within germ cells affects mRNA isoforms important for cell-cell communication with Sertoli cells (Hannigan et al., 2017). Some alternative splicing events in the testis are conserved between humans and mice so may control fundamental aspects of germ cell biology (Schmid et al., 2013). However many alternative splicing patterns are not conserved between humans and mice (Kan et al., 2005). RBMX protein is also reported to control transcription (Takemoto et al., 2007), affect DNA double strand repair and mitotic sister chromatid cohesion (Adamson et al., 2012; Matsunaga et al., 2012), and to bind to m6A methylated RNA (Liu et al., 2017).

The function of RBMXL2 and why this RNA binding protein has been conserved across placental mammals are not known. A major factor limiting understanding of endogenous RBMXL2 functions has been the absence of a reliable mouse model. Development of a mouse model is also critical to test the importance of this wider family of RNA binding proteins in germ cell development. Men carrying the *AZFb* deletion on their Y chromosomes are missing *RBMY* genes and undergo meiotic arrest. However, it is unclear if *RBMY* loss is causing this phenotype, because the deletion interval encompasses several other genes which could contribute to male infertility (Elliott, 2000; Vogt et al., 1996). Within the meiotic and immediately post-meiotic germ cells which express RBMXL2, the *RBMX* and *RBMY* genes are transcriptionally inactivated within a heterochromatic structure called the XY body (Wang, 2004). Meiosis thus provides a genetically tractable window to probe RBMXL2 function where there should be no redundancy effects possible with either RBMX or RBMY. Hence to discover what RBMXL2 does in the germline we have made a conditional *Rbmxl2* gene knockout mouse. Analysis of this knockout mouse reveals that RBMXL2 protein is essential for meiosis and has a major role in protecting the meiotic transcriptome from aberrant selection of cryptic splice sites that are normally ignored by the spliceosome. Our data suggest this fundamentally important process operates so efficiently in meiosis that it has been previously undetected, yet is critical to avoid male infertility caused by aberrant splicing of key meiotic transcripts.

## Results

### RBMXL2 protein is essential for male fertility

To test how important RBMXL2 protein is for male germline development we made a conditional mouse model in which we flanked the *Rbmxl2* open reading frame with *LoxP* sites. Since *Rbmxl2* is only expressed in the testis (Elliott et al., 2000b), we chose to delete the entire *Rbmxl2* open reading frame to create a null allele. We achieved this by crossing our conditional model with a mouse strain expressing *Cre* recombinase under control of the ubiquitous *Pgk* promoter (experimental details are provided in the Materials and methods). We confirmed deletion of this genomic region in homozygous *Rbmxl2* gene knockout (*Rbmxl2*^-/-^) mice by Southern blotting (Figure 1—figure supplement 2) and the specific absence of the 50 KDa RBMXL2 protein from knockout testes by Western blotting (Figure 1C).

*Rbmxl2*^-/-^ mice developed comparably to their wild type littermates but their testes were much smaller (Figure 2A and B). This small testis phenotype correlated with a severe disruption of testicular histology. Adult *Rbmxl2*^-/-^ mice contained cells undergoing meiosis but almost no post-meiotic cells (Figure 2C, meiotic spermatocytes are abbreviated Spc, and post-meiotic round spermatids are abbreviated Rtd). The epididymis dissected from *Rbmxl2*^-/-^ mice were completely devoid of sperm. Four wild type mice tested had an average of 7.07 ± 1.39×10^6^ epididymal sperm ml^−1^, compared with zero in four *Rbmxl2*^-/-^ mice (Figure 2D and E). No effect on female fertility was observed in *Rbmxl2*^-/-^ mice (not shown).

**Figure 2.**
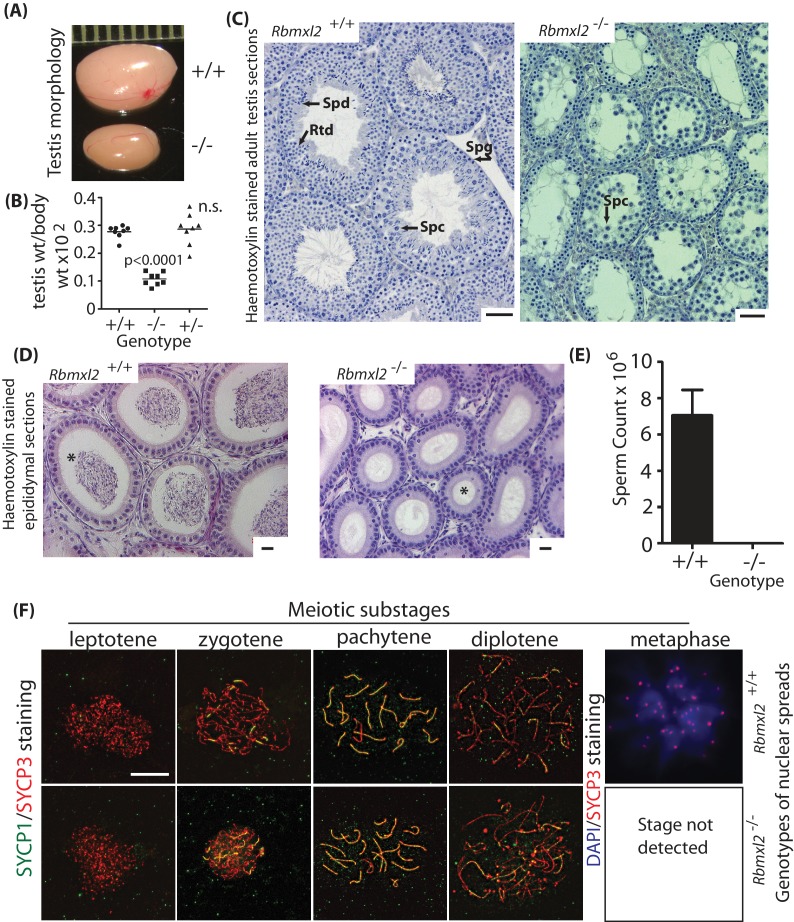
RBMXL2 protein is important for mouse germ cells to progress past diplotene into metaphase I of meiosis. (**A**) Testis morphologies of adult wild type and homozygous knockout (*Rbmxl2*^-/-^) mice (scale above testes shown in millimeters). (**B**) Testis:body weight ratios of different genotype mice. P values were calculated using a t test. (**C**) Micrographs of haemotoxylin-stained testis sections from wild type and *Rbmxl2*^-/-^ mice. Abbreviations: Spg, spermatogonia; Spc, spermatocyte; Rtd, round spermatid; Spd, elongating spermatid. Scale bar = 20 um. (**D**) Epididymis of wild type and *Rbmxl2*^-/-^ mice stained with haemotoxylin and eosin. Asterisk indicates lumen (note lumen is empty in *Rbmxl2*^-/-^ section indicative of azoospermia, but contains multiple cells in the wild type). Scale bar = 20 um. (**E**) Epididymal sperm counts of wild type and *Rbmxl2*^-/-^ mice (n = 4 of each genotype). The error bar represents SEM. (**F**) Meiotic prophase I stages detected in wild type and *Rbmxl2*^-/-^ testis chromosome spreads stained for SYCP3 (pseudocoloured red) and SYCP1 (pseudocoloured green); and DAPI and SYCP3 (pseudocoloured blue and red respectively). No metaphase I nuclei were identified in the *Rbmxl2*^-/-^ testes. Quantitative data are provided in Figure 2—figure supplement 2.

**Figure 2—figure supplement 1.**
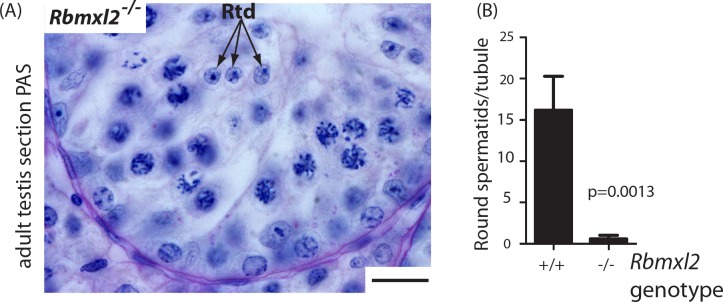
Germ cells occasionally progress through meiosis into the round spermatid stage. (**A**) Occasional round spermatids were identified in the *Rbmxl2*^-/-^ background. *Rbmxl2*^-/-^testis section stained with Periodic Acid Schiff (PAS). Scale bar = 20 um. (**B**) Numbers of round spermatids detected per tubule in wild type and *Rbmxl2*^-/-^ testes at 21 dpp (n = 20 tubules counted at random from either genotype). Error bars represent the SEM, and p value was calculated using a t test.

**Figure 2—figure supplement 2.**
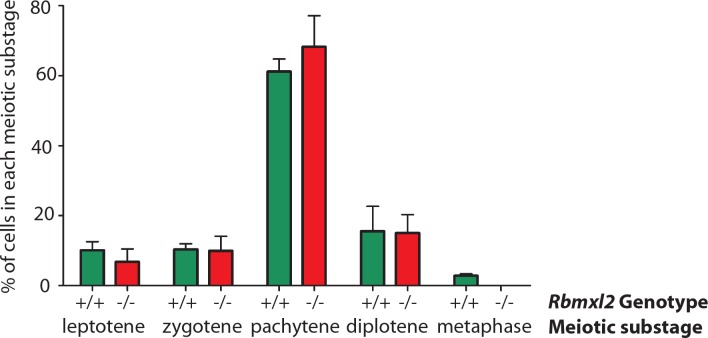
Graphical analysis of meiotic chromosome spreads. Percentage of SYCP3-positive meiosis I sub-stages that were detected within wild type and *Rbmxl2*^-/-^ chromosome spreads. Data counted from N = 179 nuclei from three individual wild type adult testes; and N = 138 nuclei from three individual homozygous *Rbmxl2*^-/-^ testes.

**Figure 2—figure supplement 3.**
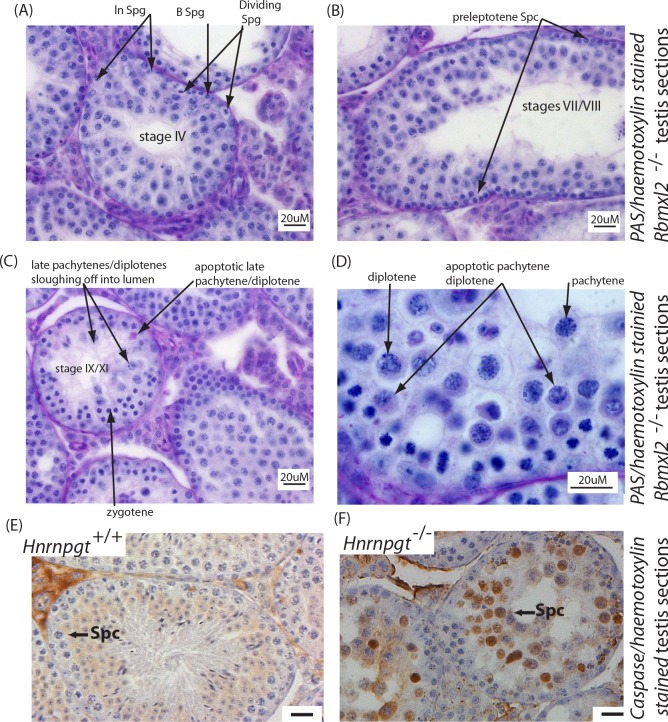
Detailed histological analysis of *Rbmxl2*^-/-^ testes. (**A**) Section of *Rbmxl2*^-/-^ testis including a stage IV *Rbmxl2*^-/-^ seminiferous tubule. This stage IV tubule has no identifiable problems, and is identified by presence of dividing Ln spermatogonia and newly born B spermatogonia. (**B**) Stage VII/VIII tubule from *Rbmxl2*^-/-^mouse. In this tubule the pachytene cells still look normal, recognised by the presence of preleptotene spermatocytes (abbreviated Spc). (**C**) Stage IX-XI tubule from *Rbmxl2*^-/-^mouse showing zygotene cells, but rather few late pachytenes/diplotenes. These latter cells are disappearing because of sloughing off through the lumen and/or apoptosis. (**D**) Higher magnification image of stage IX-XI tubule from *Rbmxl2*^-/-^ mouse, showing many apoptotic pachytene/diplotene cells, some of which are indicated by arrows. Wild type and *Rbmxl2*^-/-^testis sections were stained with Periodic Acid Schiff (PAS). Abbreviations: Spg, spermatogonia; Spc, spermatocyte. (**E–F**) Caspase three expression detected by immunohistochemistry on (**E**) wild type and (**F**) *Rbmxl2*^-/-^ testes sections. Scale bar = 20 um.

**Figure 2—figure supplement 4.**
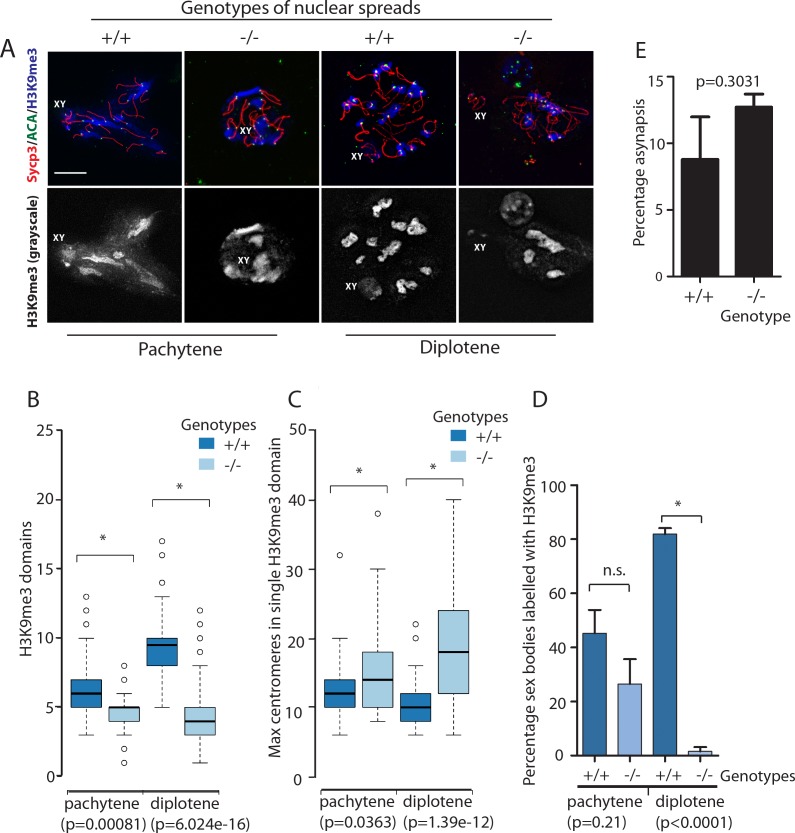
Organisation of H3K9me3 staining and centromere clusters within wild type and *Rbmxl2*^-/-^ mice show defects arise during pachytene but become progressively worse by diplotene. (**A**) Top panel: images for SCYP3 (red), anti-centromeric antibody (ACA, green), and H3K9me3 (blue). Bottom panel: greyscale images of the H3K9me3 channel alone, enabling the domains to be seen more clearly, and the XY body staining recognised (this is fainter than the staining of pericentromeric heterochromatin). Scale bar = 10 um. (**B–C**) Box and Whisker plots of (**B**) heterochromatic domain frequency and (**C**) centromere clustering from wild type and *Rbmxl2*^-/-^ mice (pachytene analysis based on 73 nuclei scored from n = 3 wild type mice; and 65 nuclei scored from n = 3 *Rbmxl2*^-/-^ mice. Diplotene analysis based on 66 nuclei scored from n = 3 wild type mice, and 66 nuclei from n = 3 *Rbmxl2*^-/-^ mice). (**D**) Percentage of sex bodies labelled with H3K9me3 (error bar is the standard error of the mean, and statistical significance was calculated using a t test). (**E**) Percentage asynapsis measured in wild type (n = 108) and *Rbmxl2*^-/-^ chromosome spreads (n = 92). Pachytene spermatocytes were judged to be those with at least one pair of fully synapsed autosomes, recognised by complete co-localisation of the axial element and transverse filament proteins SYCP3 and SYCP1. Asynapsed pachytene nuclei contain axial elements lacking transverse filament staining co-localisation in combination with fully synapsed autosomes.

Very rarely a few round spermatids were observed in adult *Rbmxl2*^-/-^ testis sections (Figure 2—figure supplement 1A), although no elongated spermatids were detected. The presence of these round spermatids indicates that meiosis can occasionally complete in the absence of RBMXL2 protein. This is consistent with loss of RBMXL2 causing either (1) a developmental block in meiosis from which a few cells can escape; or alternatively (2) a slow attrition effect, in which the *Rbmxl2*^-/-^ testis phenotype is caused by post-meiotic stages dying in the adult testis. To differentiate between these two possibilities we histologically analysed testes at 21 days postpartum (21dpp), at which point germ cells in the wild type (*Rbmxl2* ^+/+^) mice have just started to enter the post-meiotic round spermatid stage. At 21dpp there were still significantly fewer round spermatids in the *Rbmxl2*^-/-^ sections compared to wild type (Figure 2—figure supplement 1B), even though there would have been less time for round spermatid cell death compared with the adult. This result thus supports a strong meiotic block in *Rbmxl2*^-/-^ mice, with occasional completion of meiosis rather than a gradual attrition of round spermatids.

### Most *Rbmxl2*^-/-^ germ cells do not progress past meiotic diplotene

The above data demonstrate that an *Rbmxl2* gene, which is conserved in all placental mammals and specifically expressed in male meiosis, is essential for mouse spermatogenesis somewhere within meiotic prophase. Staining of nuclear spreads with antibodies specific to the meiotic chromosome proteins SYCP1 and SYCP3 more precisely showed that *Rbmxl2*^-/-^ mice arrest germ cell development during the diplotene substage of meiotic prophase (Figure 2F and Figure 2—figure supplement 2). Metaphase I nuclei were only detected in wild type mice and not in *Rbmxl2*^-/-^ mice (N = 3 wild type and N = 3 *Rbmxl2*^-/-^testes, 180 and 138 spermatocyte nuclei scored for wild type and *Rbmxl2*^-/-^ respectively). No significant differences in the frequency of earlier stages of meiotic prophase were detected between *Rbmxl2*^-/-^ and wild type testes. The presence of germ cell populations up to diplotene in *Rbmxl2*^-/-^ testes was further confirmed by analysis of histological sections stained with Periodic Acid Schiff (PAS) (Figure 2—figure supplement 3A–D). Staining of adult testis sections with PAS or antibodies specific to the apoptotic marker activated Caspase three further showed that adult *Rbmxl2*^-/-^ germ cells die via apoptosis (Figure 2—figure supplement 3E–F).

Analysis of diplotene nuclear spreads revealed further abnormalities in the *Rbmxl2*^-/-^ testis. There was a decreased number of H3K9me3-marked centromere clusters (Takada et al., 2011), with each individual cluster also containing more centromeres than in wild type testis (Figure 2—figure supplement 4A–C). H3K9me3 staining was also present at the sex body in a proportion (82%) of wild type diplotene spermatocytes, but essentially absent in mutant diplotene spermatocytes (1.5% of diplotene spermatocytes stained, 66 *Rbmxl2*^-/-^ and 66 wild type nuclei scored, n = 3 for both) (Figure 2—figure supplement 4D). These defects in centromere clustering and H3K9me3 modification of the sex body were still detectable but less severe at pachytene (Figure 2—figure supplement 4D). Asynapsis was rarely observed in either control or mutant pachytene stage spermatocytes, indicating that the defect causing diplotene arrest does not significantly impact either synaptonemal complex formation or meiotic homology searching (Figure 2—figure supplement 4E) (N = 3, 109 and 94 nuclei scored for wild type and *Rbmxl2*^-/-^ respectively).

In summary, the above mouse phenotype showed that deletion of the ancient RNA binding protein RBMXL2 induces progressive defects in male mouse meiotic prophase. These defects culminate with a major block during diplotene that prevents entry into metaphase I, but with defects becoming already apparent during pachytene.

### Gene expression analysis of age matched wild type and *Rbmxl2*^-/-^ testes

Since RBMXL2 is a nuclear RNA binding protein we predicted that the above phenotype could be associated with a primary molecular defect in generating or processing RNAs in the *Rbmxl2*^-/-^ testis. To test this we analysed wild type and *Rbmxl2*^-/-^ testes using RNAseq. 

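RNA from the whole testes of 3 Rbmxl2 knockout and 3 wild type mice was sequenced, with 1 library per mouse. The authors trimmed the reads with Trimmomatic, aligned them with STAR to the GRCm38 assembly, and deposited for each library the number of reads counted on each of 94647 Ensembl transcripts, without normalization. A read that fits several transcripts of a gene was set aside as ambiguous, and such reads made up 41.2% to 45.3% of the lines counted per library. A gene with several listed transcripts is therefore measured only where one of its transcripts has bases of its own. Genes with 1 listed transcript held 68.7% of the assigned reads. Assigned reads numbered 8724164, 8566260 and 10043680 in knockout replicates 7, 10 and 11, and 9760376, 8931529 and 8995051 in wild type replicates 8, 9 and 12. At this depth 3 reads, taken as the smallest detectable signal, correspond to between 0.299 and 0.350 CPM, which are counts scaled to library size, a floor that covers counting error only. Reads on no annotated transcript made up 10.5% of the total in knockout replicate 7 and 14.0% to 16.0% in the other 5 libraries. Transcript identifiers were paired with genes and coordinates through the GENCODE annotation, release M21, which holds 91225 (96.4%) of them. The counts were compared between genotypes with edgeR's quasi-likelihood test after TMM normalization, over the 15692 transcripts kept by edgeR's filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method. Log2 fold changes are knockout over wild type, and CPM values are given as the mean and SD of 3 mice. In comparisons of 3 mice with 3, the smallest two-sided p that an exact permutation test can give is 0.10.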

Based on the knockout phenotype above, and because the adult wild type testis contains additional more advanced germ cells that are missing from the adult *Rbmxl2*^-/-^ testis, we analysed testes at 18 days post partum (18dpp) during the first synchronised wave of mouse spermatogenesis. Such 18dpp wild type mouse testes contain germ cells between spermatogonia all the way through to diplotene, with 60% of cells engaged in meiotic prophase, but no post-meiotic cells (Bellvé et al., 1977).

Gene expression analysis of this RNAseq data (Anders and Huber, 2010) showed overall patterns of transcription were similar between wild type and *Rbmxl2*^-/-^ 18dpp testes (Figure 3A, and Figure 3—source data 1). 

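Across the 15692 transcripts tested, log2 CPM correlated between a knockout and a wild type library with a mean Pearson's r of 0.963 (SD 0.0131, 9 pairs, range 0.947 to 0.985). These correlations are across transcripts, which are not independent replicates. The 3 pairs of wild type libraries had r between 0.973 and 0.986, and the 3 pairs of knockout libraries between 0.934 and 0.966. Libraries of different genotype were therefore no further apart than the knockout libraries were from each other, whose mean r was 0.950. Restricting the comparison to transcripts with at least 10 counts in every library gave a mean r between genotypes of 0.968, and a prior count of 0.5 in place of 2 gave 0.957. Before adjustment for multiple testing, 633 of the 15692 transcripts had p under 0.05 in the quasi-likelihood test. That is below the share of 0.05 that would fall there if nothing had changed, so the number shows no excess of small p-values. From its gene expression analysis, the paper states that overall patterns of transcription were similar between the genotypes.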

Only 45 genes showed a fold change greater or equal to two between the wild type and *Rbmxl2*^-/-^ testes, with an adjusted p value of less than 0.05, and only 23 of these changes were for known protein coding genes (Figure 3—source data 1). 

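In the edgeR quasi-likelihood test, 1 of 15692 transcripts had an adjusted p-value under 0.05 together with at least a 2-fold change, namely the single transcript of Rbmxl2, which is protein coding. The number past this threshold depended on the test. The DESeq2 Wald test with shrunken fold changes called 47 transcripts, of which 28 rose and 19 fell in the knockout and 22 were protein coding. The alternative that moved the number most was edgeR without the filter on low counts, which called 109. The paper's table lists 49 transcripts past the same threshold, of which 48 entered the edgeR test. All 48 changed in the same direction there as in the paper's table and had an unadjusted p under 0.05, with every knockout library on one side of every wild type library. Apart from Rbmxl2, their adjusted p-values from edgeR ran from 0.0597 to 0.735. The paper selected these transcripts from the same libraries. Their direction, unadjusted p and separation follow largely from that selection and are no independent evidence of change.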

The strongest difference in overall gene expression between the wild type and *Rbmxl2*^-/-^ backgrounds was for the *Rbmxl2*^-/-^ gene itself, as expected since the *Rbmxl2*^-/-^ gene is deleted from the knockout mouse. 

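The single-exon transcript of Rbmxl2 lies on chromosome 7 of GRCm38 from 107209445 to 107210916. It was counted 1, 0 and 0 times in knockout replicates 7, 10 and 11, and 628, 472 and 669 times in wild type replicates 8, 9 and 12. Its mean was 0.0395 ± 0.0683 CPM (SD, n = 3) in the knockout and 63.7 ± 9.46 CPM (SD, n = 3) in the wild type, a log2 fold change of -10.29 (standard error 0.52, adjusted p = 0.000123 from edgeR's quasi-likelihood test). With each library left out in turn, the log2 fold change stayed between -12.21 and -9.79. The exact permutation test gave p = 0.10, the smallest that 3 mice against 3 allow.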

We also detected strong expression changes within the *Fsip2* gene, particularly for *Fsip2* exon 16 and downstream exons that were expressed only in the wild type background (Figure 3—figure supplement 1A and B). 

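The Fsip2 transcript in the paper's table (ENSMUST00000143764) has 23 exons on chromosome 2 of GRCm38 from 82943634 to 83008937. Of its 21116 exonic bases, 16475 belong to no other listed transcript of the gene, with overlap by other genes not checked. Only reads on those bases were counted for it, and the counts do not separate exons. It fell from 250.1 ± 82.4 CPM (SD, n = 3) in the wild type to 57.4 ± 27.9 CPM (SD, n = 3) in the knockout, a log2 fold change of -2.12 (standard error 0.36, adjusted p = 0.236 from edgeR's quasi-likelihood test). Raw counts were 353, 361 and 867 in the knockout libraries and 2582, 2838 and 1484 in the wild type libraries, so the lowest wild type library lay above the highest knockout library. With each library left out in turn, the log2 fold change ran from -2.59 to -1.88. The difference did not pass the adjusted threshold in this test, and did with DESeq2 and with edgeR without the filter on low counts.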

Mutations in *Fsip2* correlate with defects in human sperm flagella – cellular structures which develop after meiosis (Martinez et al., 2018). RNAseq analysis detected more subtle expression changes in *Cul4a*, *Slc9c1* and *Tex15*, each of which are required for mouse male fertility (Smith et al., 2018) (Figure 3—source data 1) (Kopanja et al., 2011). 

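The Cul4a transcript in the paper's table (ENSMUST00000135371) is annotated as a retained intron and lies on chromosome 8 of GRCm38 from 13105740 to 13117195. It rose from 6.38 ± 1.37 CPM (SD, n = 3) in the wild type to 15.2 ± 2.14 CPM (SD, n = 3) in the knockout, with a log2 fold change of 1.25 (standard error 0.29, adjusted p = 0.508 from edgeR's quasi-likelihood test). Its share of all Cul4a counts did not separate the genotypes (94.0% ± 3.73 in the knockout and 91.9% ± 5.44 in the wild type, SD, n = 3, exact permutation test, two-sided p = 0.70). The share was 86.6% to 97.4% across the libraries, so it had little room to show a rise specific to this transcript. The Slc9c1 transcript (ENSMUST00000162151), annotated as a target of nonsense-mediated decay, lies on chromosome 16 from 45539671 to 45606886 and has 105 bases of its own among 3474. It was counted 19, 10 and 14 times in the knockout and 2, 0 and 0 times in the wild type, so its log2 fold change of 4.24 (standard error 0.83, adjusted p = 0.404 from edgeR) rests on few reads. The protein coding transcript of Tex15 (ENSMUST00000009772), on chromosome 8 from 33570544 to 33585582, fell from 313.5 ± 15.8 CPM (SD, n = 3) to 123.0 ± 68.0 CPM (SD, n = 3), a log2 fold change of -1.35 (standard error 0.33, adjusted p = 0.642 from edgeR). For each of these transcripts all knockout libraries lay on one side of all wild type libraries, and none passed the adjusted threshold of edgeR with its filter on low counts. DESeq2 with shrunken fold changes gave adjusted p-values of 0.0282 for Cul4a, 0.0636 for Slc9c1 and 0.0398 for Tex15. With edgeR and no filter on low counts the adjusted p-values were 0.111 for Cul4a, 0.000513 for Slc9c1 and 1.98e-05 for Tex15, so the alternatives differed in which of these transcripts passed.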

Genes encoding transcription factors (*Myf6* and *Nxn*) and a signalling protein (*Cyr61*) that controls apoptosis (Jun and Lau, 2011) also changed expression. 

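Myf6 has 1 listed transcript, on chromosome 10 of GRCm38 from 107492853 to 107494737. It was not counted in any knockout library and was counted 18, 28 and 12 times in the wild type libraries (2.12 ± 0.978 CPM, SD, n = 3), a log2 fold change of -7.27 (standard error 1.05, adjusted p = 0.236 from edgeR's quasi-likelihood test). Without knockout reads, the size of this fold change is set by how the fit treats zeros. The Nxn transcript in the paper's table (ENSMUST00000131472) is a processed transcript on chromosome 11 from 76358803 to 76399068 that has no annotated coding sequence. It rose from 4.19 ± 1.17 CPM (SD, n = 3) to 12.4 ± 4.66 CPM (SD, n = 3), with a log2 fold change of 1.57 (standard error 0.38, adjusted p = 0.607 from edgeR). The protein coding transcript of Nxn (ENSMUST00000021204) held most of the Nxn counts and changed by a log2 fold change of 0.21 (standard error 0.22, adjusted p = 0.963 from edgeR). The processed transcript made up 5.01% ± 1.94 of the Nxn counts in the knockout and 2.01% ± 0.325 in the wild type (SD, n = 3, exact permutation test, two-sided p = 0.10). Cyr61, named Ccn1 in the annotation, lies on chromosome 3 from 145646976 to 145649981 and fell from 32.2 ± 2.47 CPM (SD, n = 3) to 12.5 ± 0.0776 CPM (SD, n = 3), a log2 fold change of -1.36 (standard error 0.22, adjusted p = 0.236 from edgeR).

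**Figure D1:**
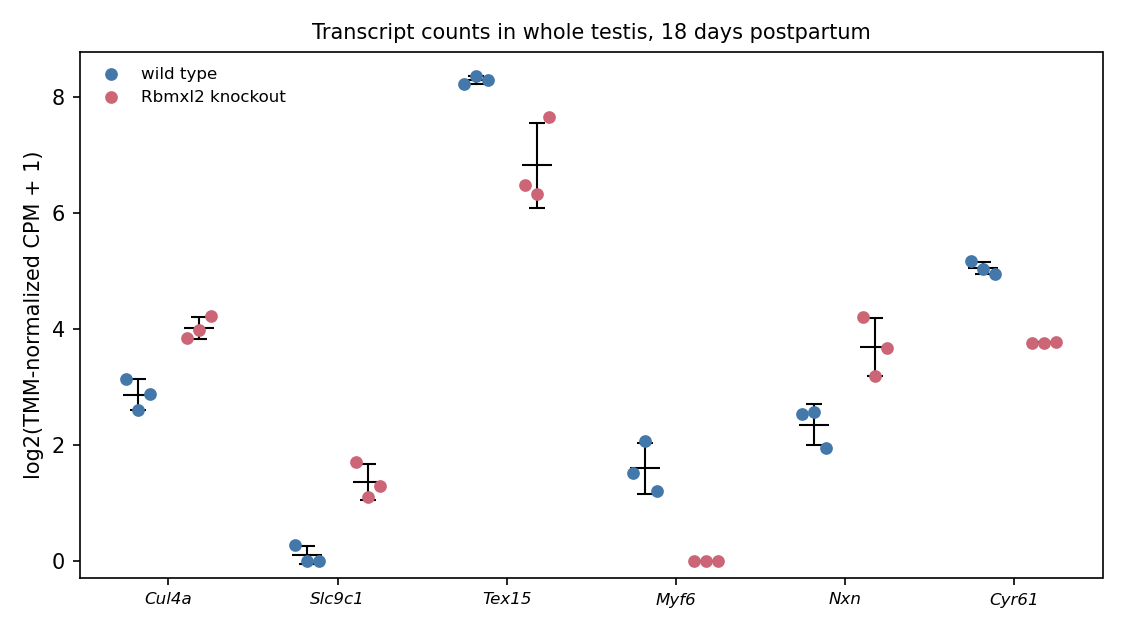
Normalized counts of 6 transcripts in each of the 3 wild type and 3 Rbmxl2 knockout testes, as log2(CPM + 1) on the vertical axis. Points are single libraries, and bars show the mean and SD of 3. For Tex15 the wild type libraries lie between 8.22 and 8.37 and the knockout libraries between 6.33 and 7.66, while for Cyr61 the knockout libraries lie between 3.75 and 3.77, below the lowest wild type library at 4.95.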

Mouse phenotype information at the Mouse Genome Database (MGD) (Smith et al., 2018) indicate that each of these latter three genes have important roles in normal development but not specifically of the testis (Figure 3—source data 2). 

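The transcripts called as changed were sorted by the type that the GENCODE annotation gives them. In edgeR's quasi-likelihood test the only one past the threshold, that of Rbmxl2, was protein coding, so 0 were non coding. Among the 47 called by DESeq2 with shrunken fold changes, 24 (51.1%) were non coding, of which 21 belonged to genes of other types than protein coding and 3 were non coding transcripts of protein coding genes. All of these 3 rose in the knockout. Another 1 was not in the annotation. By the same sorting, the 49 transcripts past the threshold in the paper's table held 22 protein coding transcripts, 4 non coding transcripts of protein coding genes and 22 transcripts of other gene types.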

Sixteen (36% of the total detected) gene expression changes in the *Rbmxl2*^-/-^ testis were for predicted non coding RNAs of unknown function (Figure 3—source data 1).

**Figure 3.**
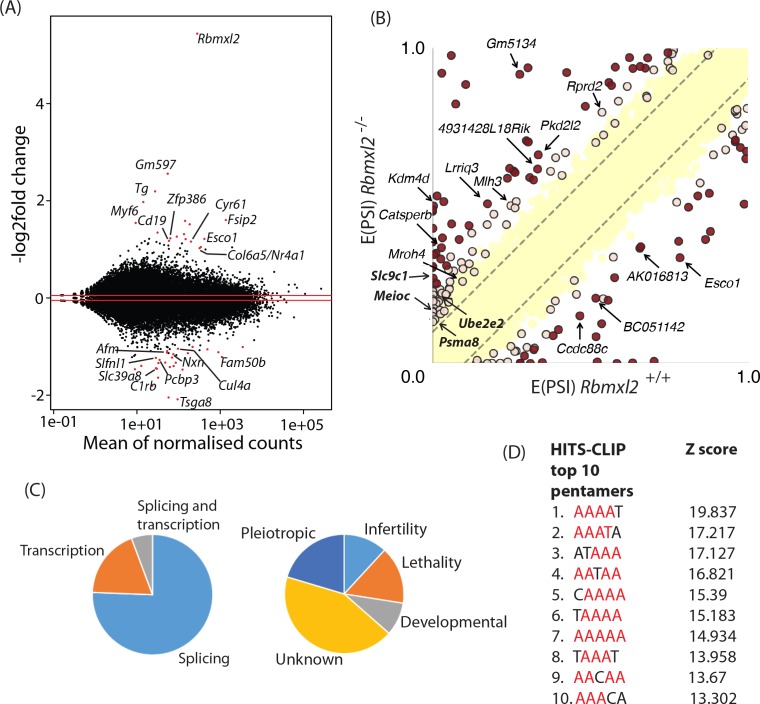
RBMXL2 protein expression controls splicing patterns of important genes during meiosis. (**A**) MAplot showing gene expression levels in 18dpp testis transcriptomes and how they change between wild type and *Rbmxl2*^-/-^ mice. Genes with more than a 2-fold change in gene expression, and an adjusted p value of less than 0.05 are shown as red dots. All other genes are shown as black dots. This data given in full within Figure 3—source data 1. (**B**) Scatterplot showing splicing changes between the wild-type and *Rbmxl2*^-/-^ testis detected by RNA-seq. The scatterplot shows expected percentage of exonic segment inclusion, or E(PSI) for wild-type and *Rbmxl2*^-/-^ testis detected by RNA-seq using the bioinformatics programme MAJIQ (Vaquero-Garcia et al., 2016). Splicing changes in some genes are named and arrowed. High-confidence splicing changes (P(|ΔPSI| > V)>95%) are marked in dark red for a predicted change of V = 20%, and dark yellow for a predicted change of V = 10%, and are also listed in Figure 3—source data 2 All other quantified splice changes are in yellow (21,280 events examined). Dashed lines indicate ΔPSI of +/- 10%. (**C**) Left pie chart: Proportions of genes identified by RNAseq analysis to have defects at the splicing and transcriptional levels. Right pie chart: Proportions of phenotypes reported by whole gene knockout annotated for genes detected to have splicing defects in the absence of RBMXL2 protein (Smith et al., 2018) (see also Figure 3—source data 6). (**D**) The top 10 most frequently recovered pentamers after HITS-CLIP for RBMXL2 in the adult mouse testis (AA dinucleotides are shown in red). 10.7554/eLife.39304.015Figure 3—source data 1.Complete list of gene expression changes between the 18dpp testes of wild type and *Rbmxl2*^-/-^ testes detected by DESeq. 10.7554/eLife.39304.016Figure 3—source data 2.MGI mouse phenotypes reported by the Mouse Genome Database (Smith et al., 2018) after whole gene knockout for RBMXL2 transcription targets. 10.7554/eLife.39304.017Figure 3—source data 3.Complete list of 237 high-confidence, mis-regulated local splicing variations in 186 genes between wild type and *Rbmxl2*^-/-^ testes detected by Majiq (Vaquero-Garcia et al., 2016). 10.7554/eLife.39304.018Figure 3—source data 4.PCR primers used to analyse splicing events by RT-PCR that change between wild type and *Rbmxl2*^-/-^ testes.Some genes have more than one regulated event. The coloured cells represent events in a gene also occurring in duplicate on the list. 10.7554/eLife.39304.019Figure 3—source data 5.Gene Ontology (GO) terms for RBMXL2 splicing targets identified.GO terms were obtained from the Mouse Genome Database (Smith et al., 2018). 10.7554/eLife.39304.020Figure 3—source data 6.MGI mouse phenotypes reported after whole gene knockout for RBMXL2 splicing targets.Phenotypes were obtained from the Mouse Genome Database (Smith et al., 2018). 10.7554/eLife.39304.021Figure 3—source data 7.List of RBMXL2 target genes that are already implicated in mouse development.Summary of GO terms and MGI phenotypes of genes that are regulated at the splicing level by RBMXL2 (compiled from Figure 3—source datas 5 and 6).

**Figure 3—figure supplement 1.**
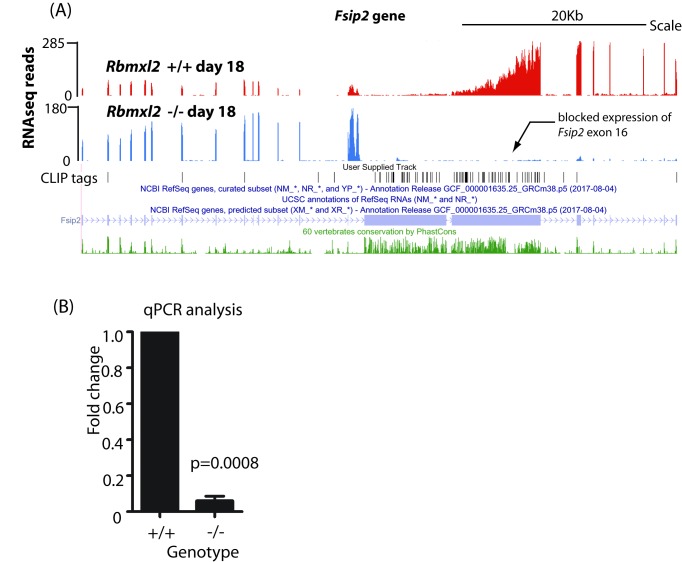
Differential expression of the *Fsip2* gene in the *Rbmxl2^-/-^* testis. (**A**) RNAseq density mapping to the *Fsip2* gene, visualised on the UCSC genome browser (Karolchik et al., 2014). (**B**) Quantitation of fold change from the 3′ end of the *Fsip2* gene using qPCR (n = 3).

**Figure 3—figure supplement 2.**
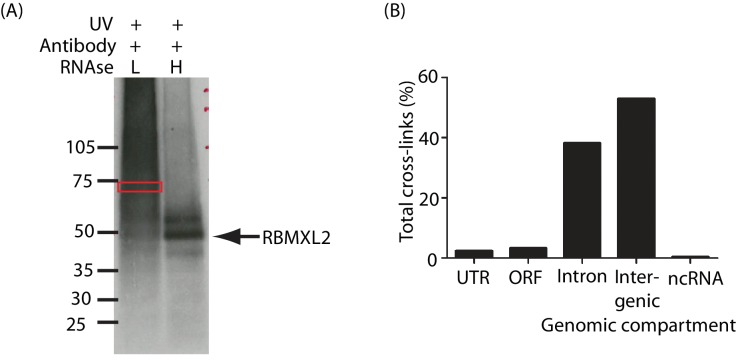
HITS-CLIP analysis of RBMXL2 in the adult mouse testis. (**A**) Autoradiograph showing SDS-PAGE gel of 32P-labelled RNA crosslinked to endogenous RBMXL2 protein from mouse testis during a HITS-CLIP experiment. The area indicated by the red box was excised for further analysis. (**B**) Genome wide distribution of RBMXL2 HITS-CLIP tags.

**Figure 3—figure supplement 3.**
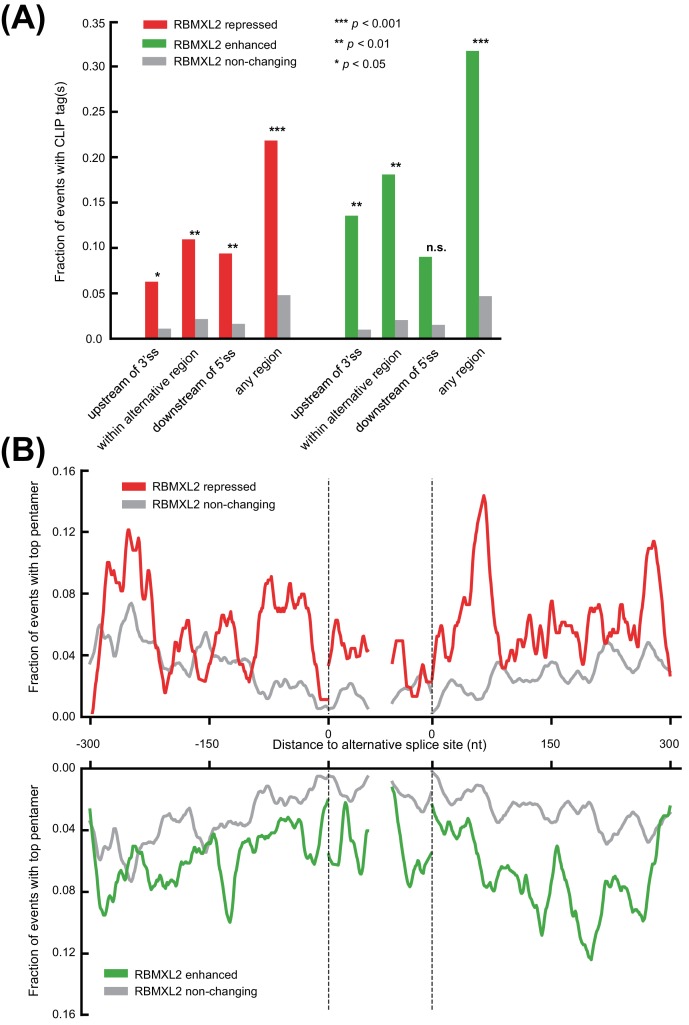
RBMXL2 CLIP and motif enrichment around regulated splicing events. (**A**) Barchart showing the fraction of RBMXL2 repressed events (red, n = 64); enhanced events (green, n = 22); or nonchanging events (grey, n = 192) that contain RBMXL2 HITS-CLIP tags proximal to alternatively splice regions (intronic regions within 300 nt up or downstream of a regulated junction, within the alternative exonic region, or the union of any of these regions). Significance was assessed by comparing regulated to non-changing events using a two-tailed Fisher’s exact test. (**B**) Motif map showing the per nucleotide frequency the top RBMXL2 HITS-CLIP defined pentamers (Figure 3D) around regulated and nonchanging events (colours as in (**A**)). A sliding mean of 20 nts was applied for smoothing. Dashed lines indicate the 3′ss and 5′ss with up to 50 nucleotides of the exonic regions shown.

### RBMXL2 protein controls splicing patterns during meiosis

We carried out further bioinformatic analysis to specifically search for mis-regulated splicing events in the *Rbmxl2*^-/-^ testes (Vaquero-Garcia et al., 2016). A total of 237 high-confidence, mis-regulated local splicing variations were identified in 186 genes (Figure 3B, and Figure 3—source data 3). Using RT-PCR to distinguish splice isoforms 27 of these splicing changes were experimentally tested, validating 23/27 splice isoform switches (Figure 3—source data 4). Some genes had more than one splicing event controlled by RBMXL2 (e.g. the *Catsperb* gene had three events). Gene Ontology (GO) analysis showed that a number of the genes regulated at the splicing level by RBMXL2 have established roles in spermatogenesis, meiosis and germ cell development (Figure 3—source data 5). However, amongst the complete set of regulated genes there was no significant enrichment of particular GO terms. This is consistent with RBMXL2 regulating splicing of a functionally diverse group of genes. Analysis of knockout phenotypes provided by the MGD (Smith et al., 2018) indicated that whole gene deletion of 25/186 RBMXL2-regulated genes cause male infertility. These latter target genes must thus have a key role in germ cell development (Figure 3C, Figure 3—source data 6, Figure 3—source data 7). Genetic deletion of some other RBMXL2 target genes cause either embryonic or neonatal lethality (33/186 genes), developmental (19/36 genes) or pleiotropic defects (43/186 genes). Cell type mis-splicing of these latter genes during meiosis could thus cause severe phenotypic effects on germ cell biology.

Fourteen (33%) of the genes originally identified to have changed overall expression levels between wild type and *Rbmxl2*^-/-^ testes also changed splicing patterns (Figure 3C, and Figure 3—source datas 1 and 3). These included splice variants in *Esco1* (encoding a protein involved in chromatid cohesion), *Slc39a8* (that encodes the transporter protein responsible for cadmium toxicity in the testis) (Dalton et al., 2005); and the *Slc9c1* gene (annotated on the MGD as essential for male fertility [Smith et al., 2018]).

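The paper's splicing table lists 237 local splicing variations in 186 genes, identified by their Ensembl gene identifiers. Of these genes, 151 were among the 12347 with a transcript in the edgeR test. Rbmxl2, the only gene past the expression threshold in that test, was not among them, an overlap of 0. With DESeq2 and shrunken fold changes, 5 of 46 genes past the threshold (10.9%) were among the 154 mis-spliced genes in a background of 14372 genes (Fisher's exact test, two-sided p = 0.000127). By the same matching of identifiers, 6 of the 48 annotated genes past the threshold in the paper's expression table (12.5%) are in its splicing table. Fisher's exact test does not show that expression and splicing changed as separate events, since both lists rest on the same libraries. In a gene with several transcripts, a splicing change can by itself alter the counts of a transcript. The background was also not matched on expression.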

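The Esco1 transcript in the paper's expression table (ENSMUST00000025142) lies on chromosome 18 of GRCm38 from 10566507 to 10610352 and has 95 bases of its own among 4545. It fell from 69.2 ± 6.28 CPM (SD, n = 3) in the wild type to 24.9 ± 6.90 CPM (SD, n = 3) in the knockout, a log2 fold change of -1.47 (standard error 0.25, adjusted p = 0.236 from edgeR's quasi-likelihood test). It held 99.6% ± 0.449 of the Esco1 counts in the knockout and 99.8% ± 0.171 in the wild type (SD, n = 3, exact permutation test, two-sided p = 0.70). Nearly all Esco1 counts fell on this transcript in every library, so the share could not show a difference. The Slc39a8 transcript (ENSMUST00000139953), a retained intron transcript on chromosome 3 from 135825654 to 135859778, was counted 46, 20 and 97 times in the knockout and 10, 10 and 3 times in the wild type. Its log2 fold change was 2.82 (standard error 0.63, adjusted p = 0.4995 from edgeR). For Slc9c1 the wild type libraries held 2, 0 and 1 counts over all its listed transcripts, too few to compare the share of one transcript between the genotypes.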

The RNA binding specificity of RBMXL2 protein was unknown. Thus we used high throughput sequencing cross linking immunoprecipitation (HITS-CLIP) to enable us to correlate splicing changes detected within the *Rbmxl2*^-/-^ 18dpp mouse testis with global RBMXL2 protein-RNA interactions (Grellscheid et al., 2011). Antibodies specific to mouse RBMXL2 immuno-precipitated a radiolabelled RNA protein adduct of the known size of RBMXL2 protein (50 KDa) after treatment with high concentrations of RNase (Figure 3—figure supplement 2A) (Elliott et al., 2000b). Lower concentrations of RNase were used to retrieve an average tag length of 40 nucleotides. Enriched motif analysis of the sequenced RBMXL2 CLIP tags showed that each of the top 10 5-mers contained the dinucleotide AA (Figure 3D). Interestingly, AA is also the dinucleotide bound by RBMX (Moursy et al., 2014), which is consistent with over 90% shared sequence identity within the RRMs of these proteins (Figure 1—figure supplement 1). These intragenic cross-linked sites mapped to the mouse genome most frequently within introns, consistent with RBMXL2 being involved in nuclear RNA-processing events (Figure 3—figure supplement 2B). Next we searched for CLIP tags mapping to regions near the splicing events controlled by RBMXL2, which would suggest direct regulation. We observed enrichment of RBMXL2 binding both within alternative exon sequences and in regions proximal to regulated splice sites compared to non-regulated events (Figure 3—figure supplement 3A). Consistent with these enriched binding occurrences, motif maps of the top pentamers identified by CLIP (Figure 3D) showed regions of enrichment proximal to regulated versus non-regulated splice junctions (Figure 3—figure supplement 3B).

### RBMXL2 protein represses splicing of exons that would compromise meiotic gene expression

Overall, the above bioinformatics analysis indicated an accumulation of defective splice isoform patterns in the *Rbmxl2*^-/-^ testis. MAJIQ captures local splicing variations (LSVs) that involve both known and un-annotated (de-novo) splice sites, junctions and exons. These LSVs can correspond to both classical binary splicing events and more complex events involving three or more junctions. Since classical binary events (e.g. skipped exons) are easier to inspect and visualise with the RNAseq reads on the UCSC genome browser, we focused on the binary events for further investigation. This showed that 60% of the 87 most easily visualised classical splicing events controlled by RBMXL2 involve the altered selection of de-novo splice sites (defined as not currently annotated on the most recent build of the *Mus musculus* genome GRCm38/mm10, Figure 3—source data 3). These de-novo splicing variations controlled by RBMXL2 are putatively cryptic events as they insert novel internal exons that were flanked by consensus GT-AG 5' and 3' splice sites. Moreover, these de-novo splice sites showed low expected percent spliced in (E(PSI)) values in wild type 18 dpp testes and across a panel of twelve mouse tissues, further suggesting they are cryptic events only included in the absence of RBMXL2 and not in wild type mice (Figure 4—figure supplement 1). Detailed investigation indicated 84% of such cryptic exons were either not multiples of three or introduced stop codons into their mRNAs, meaning their insertion into mRNAs would disrupt protein reading frames and interfere with meiotic protein expression.

Splicing inclusion of cryptic terminal exons could also severely impact patterns of meiotic gene expression. We detected high inclusion of a cryptic terminal exon within the 5′ UTR of the *Kdm4d* gene (Figure 4A and B, note also increased splicing of an already annotated upstream *Kdm4d* alternative exon within the *Rbmxl2*^-/-^ testis). 

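One of the transcripts listed for Kdm4d (ENSMUST00000115647) holds the annotated alternative exon, which lies on chromosome 9 of GRCm38 from 14485527 to 14485692, is 166 bases long and is the only part of that transcript not shared with the other (ENSMUST00000058796). Reads assigned to it are therefore reads that overlap this exon. Its sequence, in the direction of transcription, is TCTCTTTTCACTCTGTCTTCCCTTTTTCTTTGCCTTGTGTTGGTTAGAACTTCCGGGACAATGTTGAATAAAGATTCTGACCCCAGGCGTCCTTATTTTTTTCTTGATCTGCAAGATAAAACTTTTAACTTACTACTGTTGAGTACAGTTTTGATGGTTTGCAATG. These reads numbered 9, 6 and 28 in knockout replicates 7, 10 and 11, and 2 in each wild type library. This transcript made up 11.7% ± 6.12 of the reads assigned to Kdm4d in the knockout and 0.905% ± 0.289 in the wild type (SD, n = 3, exact permutation test, two-sided p = 0.10). It was too rarely counted to enter the edgeR test. Reads assigned to the other transcript come from 744 bases at its outer ends and do not show that the exon was skipped. The share is therefore not an inclusion level of the exon. No exon outside the listed transcripts was measured here.

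**Figure D2:**
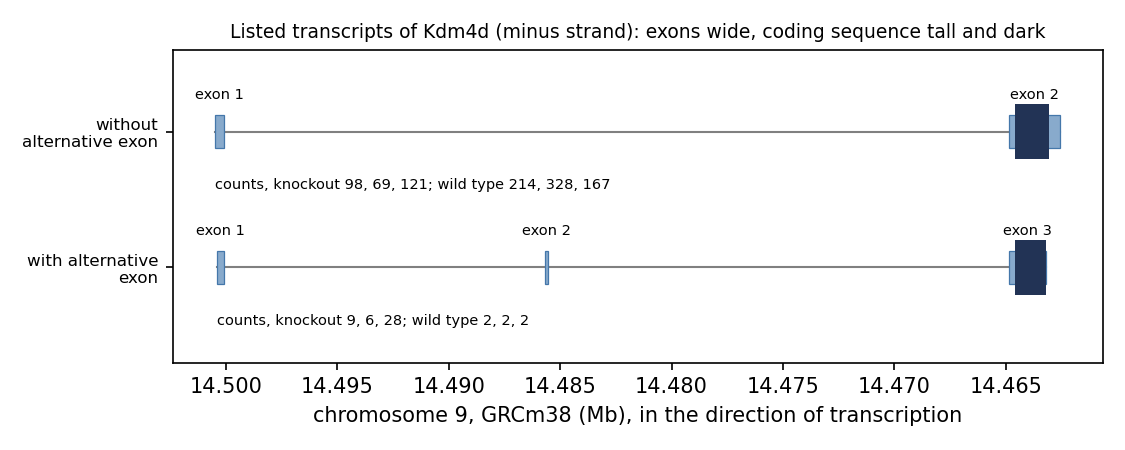
Map of the 2 listed transcripts of Kdm4d on chromosome 9 of GRCm38, drawn to scale in the direction of transcription, with position in Mb on the horizontal axis. Boxes are exons and taller dark boxes the coding sequence, and the reads assigned to each transcript are printed in the order knockout replicates 7, 10 and 11, then wild type replicates 8, 9 and 12. The 166-base exon 2 of the transcript with the alternative exon lies before the coding sequence, and the transcripts also start and end at different positions.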

We confirmed splicing inclusion of this *Kdm4d* cryptic exon in the *Rbmxl2*^-/-^ testes using RT-PCR (primer positions are shown in Figure 4A). *Kdm4d* encodes a histone demethylase protein that is important for normal patterns of germ cell apoptosis in the testis (Iwamori et al., 2011). Exon two contains the entire CDS (Coding DNA Sequence, Figure 4A) of the *Kdm4d* gene. 

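In the Kdm4d transcript without the alternative exon, on the minus strand, exon 1 spans 14500108 to 14500482 on chromosome 9 of GRCm38 and exon 2 spans 14462548 to 14464867, a length of 2320 bases. The annotated coding sequence is 1530 bases long, from 14463031 to 14464560, and lies wholly in exon 2.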

Analysis of exon junction read numbers using Sashimi plots confirmed different nuclear processing pathways are used for *Kdm4d* in wild type and knockout testes (Figure 4—figure supplement 2A). There were 14-fold more exon junction reads connecting *Kdm4d* exon one to the cryptic exon (140 reads), when compared to exon junction reads joining the cryptic exon to *Kdm4d* coding exon 2. This pattern is consistent with splicing inclusion of the cryptic exon being connected with use of an associated polyA site. Consistent with this, some individual RNAseq reads extended past the 5′ splice site of the *Kdm4d* cryptic exon and then terminated downstream following a consensus polyadenylation site (AATAAA) sequence (Figure 4C). Both bioinformatics analysis (Figure 3—source data 1) and qPCR (Figure 4—figure supplement 2B) detected reduced *Kdm4d* gene expression levels in each of 3 replicate *Rbmxl2*^-/-^ testes compared to their wild type equivalents, but these trends were not statistically significant due to biological variability between individual mice. 

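The Kdm4d transcript without the alternative exon was assigned 98, 69 and 121 reads in knockout replicates 7, 10 and 11, and 214, 328 and 167 reads in wild type replicates 8, 9 and 12. Only reads on the 744 bases that it does not share with the other listed transcript were assigned to it. These bases lie at its outer ends, so its reads do not show whether the alternative exon was skipped. Its mean was 10.6 ± 2.49 CPM (SD, n = 3) in the knockout and 25.9 ± 10.3 CPM (SD, n = 3) in the wild type, a log2 fold change of -1.28 (standard error 0.34, adjusted p = 0.735 from edgeR's quasi-likelihood test). Every knockout library was below every wild type library, for which the exact permutation test gave p = 0.10. With each library left out in turn, the log2 fold change stayed between -1.48 and -0.91. The SD between wild type mice was larger than that between knockout mice, and wild type replicate 9 had the most reads. The paper attributes the lack of statistical significance to biological variability between individual mice.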

We also detected increased selection in the *Rbmxl2*^-/-^ testes of another 17 splicing events that mapped to terminal exons (Figure 3—source data 3). These included an already annotated upstream terminal exon in the *Lrrcc1* gene (annotated on the MGD as essential for mouse fertility) (Smith et al., 2018); and a terminal exon in the *Slc39a8* gene (Figure 4—figure supplement 3A and B).

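One Lrrcc1 transcript (ENSMUST00000169079), on chromosome 3 of GRCm38 from 14533823 to 14568301, ends in the upstream terminal exon at 14565733 to 14568301, and another (ENSMUST00000108370) in the downstream terminal exon at 14572404 to 14572658. The transcript with the upstream exon made up 74.8% ± 5.89 of the reads assigned to Lrrcc1 in the knockout and 66.7% ± 4.46 in the wild type (SD, n = 3, exact permutation test, two-sided p = 0.20), so the groups overlapped. Its log2 fold change was 0.50 (standard error 0.39) and that of the transcript with the downstream exon was -0.60 (standard error 0.45), each with an adjusted p of 0.963 from edgeR's quasi-likelihood test. Leaving out each library in turn moved the log2 fold change of the transcript with the upstream exon between 0.05 and 0.83. The difference in its share moved between 4.72 and 10.7 percentage points. Both were lowest without knockout replicate 11. The terminal exon of the Slc39a8 retained intron transcript spans 135858071 to 135859778 on chromosome 3. This transcript made up 71.6% ± 16.5 of the reads assigned to Slc39a8 in the knockout and 34.0% ± 8.45 in the wild type (SD, n = 3, exact permutation test, two-sided p = 0.10). The shares in the 3 knockout libraries were 82.1%, 52.6% and 80.2%, of 56, 38 and 121 reads, and in the 3 wild type libraries 43.5%, 31.2% and 27.3%, of 23, 32 and 11 reads. Only 2 of the 6 listed Slc39a8 transcripts had at least 10 counts in total, and the other of these is also a retained intron transcript. The share therefore sets these against each other and does not measure use of the terminal exon against the protein coding mRNA.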

**Figure 4.**
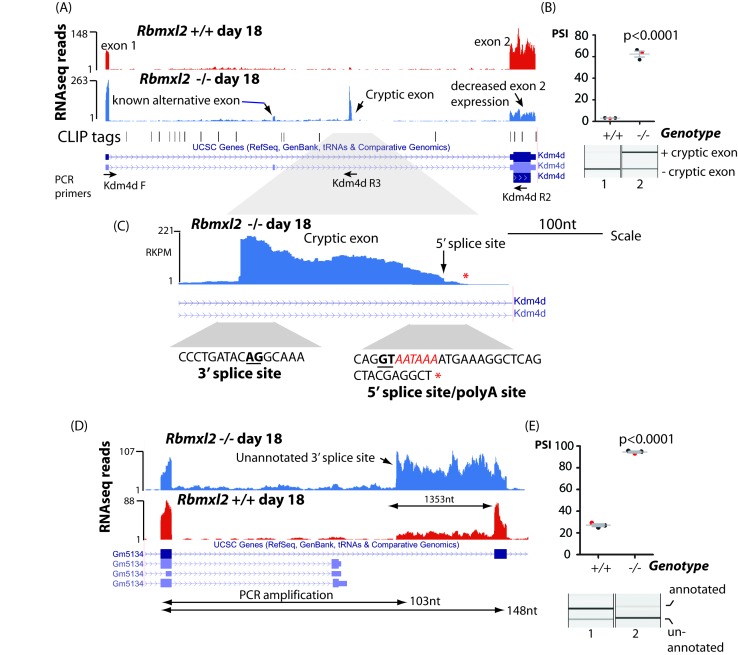
RBMXL2 protein represses splicing inclusion of exons that would compromise gene expression patterns. (**A**) Screenshot from the UCSC genome browser (Karolchik et al., 2014) showing high inclusion levels for a novel cryptic exon in the *Kdm4d* gene in the *Rbmxl2*^-/-^ testis transcriptome. (**B**) Experimental confirmation of *Kdm4d* splicing changes using RT-PCR and capillary gel electrophoresis (lower panel), and data from 3 *Rbmxl2*^-/-^ and 3 wild type 18dpp mouse testes. Individual samples shown in the capillary gel electrophoretogram are indicated as red dots. The mean PSI is shown as a grey bar with SEM as error bar. The p value was calculated using a t test. (**C**) Higher resolution screenshot (Karolchik et al., 2014) of the *Rbmxl2*^-/-^ testis transcriptome showing RNAseq read density in the genomic region of the *Kdm4d* cryptic exon. The position of the cryptic 5′ splice site is indicated by a red arrow. Splice junction sequences are shown underneath with the consensus polyadenylation site AATAAA in red. Some RNAseq reads terminate downstream of the *Kdm4d* cryptic exon 5′ splice site. The final RNAseq read coverage detected downstream of this exon is shown as a red asterix. (**D**) UCSC genome browser screenshot (Karolchik et al., 2014) showing increased splicing selection of an cryptic 3′ splice site within the *Gm5134* mRNA in the *Rbmxl2*^-/-^ testis transcriptome. (**E**) Chart showing experimental confirmation of the splicing switch in the *Gm5134* gene in 3 *Rbmxl2*^-/-^ and 3 wild type 18dpp mouse testes. The individual samples shown in the capillary gel electrophoretogram are shown in the chart as red dots.

**Figure 4—figure supplement 1.**
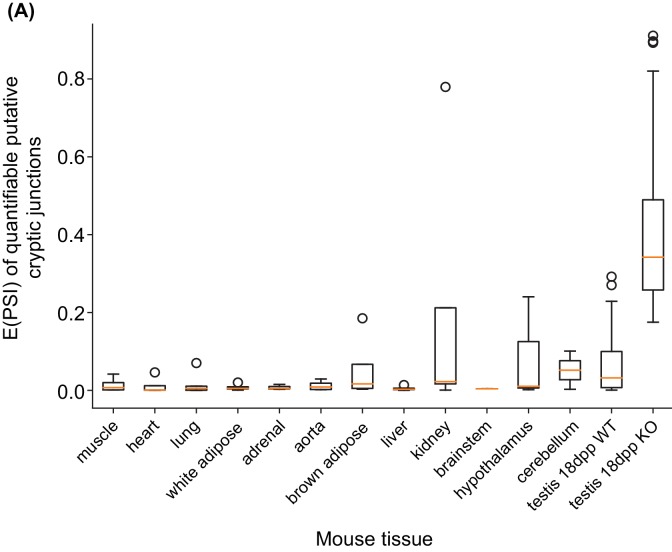
Distribution of putative cryptic splice sites across a panel of mouse tissue samples. (**A**) Boxplots showing the distribution of E(PSI) values for the putative cryptic splice junctions identified in 18 dpp *Rbmxl2*^-/-^ KO testis across a panel of mouse tissue samples. The first twelve mouse tissues contain eight samples each (Zhang et al., 2014) and the testes samples are from this study. Not all events were deemed quantifiable in these tissues, likely due to tissue-restricted gene expression. The following number of junctions were assessed in non-testes tissues: muscle 12; heart 12; lung 21; white adipose 14; adrenal 12; aorta 11; brown adipose 18; liver 11; kidney 14; brainstem 8; hypothalamus 18; cerebellum 20.

**Figure 4—figure supplement 2.**
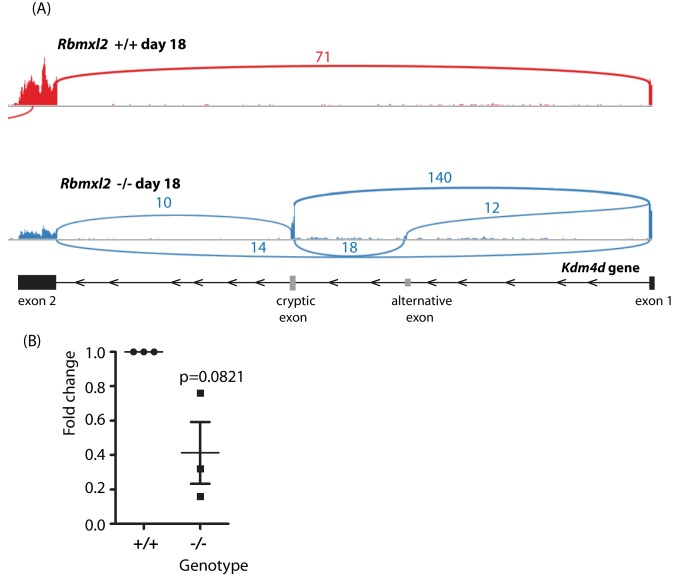
(**A**) Sashimi plots of *Kdm4d gene in the Rbmxl2*^-/-^ and *Rbmxl2* ^+/+^ mice. (**B**) qPCR analysis of *Kdm4d* exon two expression levels in *Rbmxl2*^-/-^ and *Rbmxl2* ^+/+^ testes.

**Figure 4—figure supplement 3.**
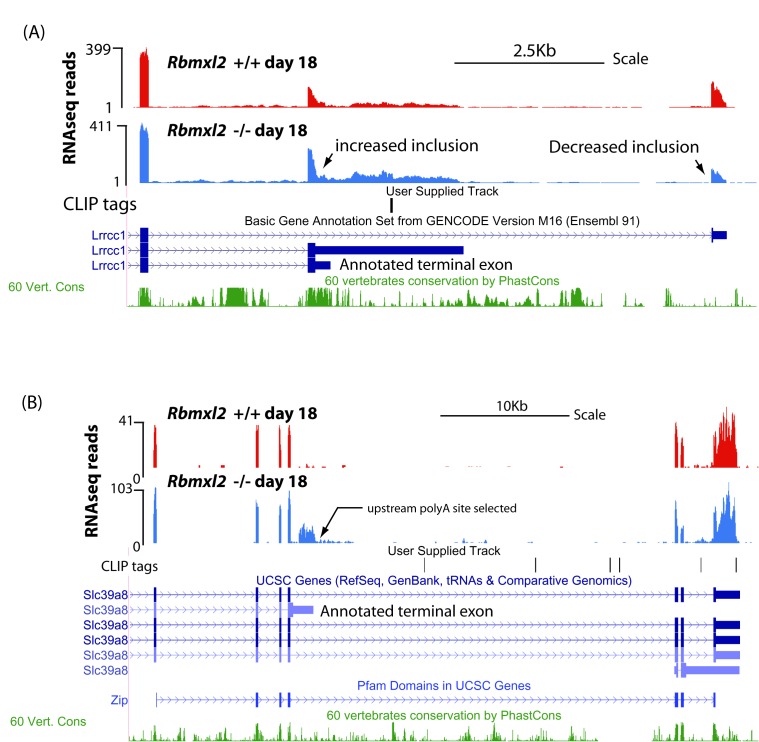
Examples of genes that select upstream terminal exons in the Rbmxl2 -/- testis. (**A**) UCSC screenshot (Karolchik et al., 2014) showing an annotated terminal exon within the *Lrrcc1* gene that is activated in the *Rbmxl2*^-/-^ testis (notice decreased utilisation of downstream terminal exon in the wild type mouse). (**B**) UCSC screenshot (Karolchik et al., 2014) showing selection of an annotated terminal exon in the *Slc39a8* gene in representative wild type and *Rbmxl2*^-/-^ testes, use of which is predicted to disrupt a known Pfam domain.

In addition to splicing of entire cryptic exons, loss of RBMXL2 protein also activated splicing selection of individual cryptic 5′ and 3′ splice sites within introns that increased the length of already annotated exons (Figure 3—source data 3). This kind of changed splicing pattern was observed for the *Gm5134* mRNA that encodes a solute transporter important for normal metabolism (Figure 4D and E). The aberrant splice isoform of the *Gm5134* transcript made in the *Rbmxl2*^-/-^ testis uses a cryptic 3′ splice site within intron 10, increasing the size of exon 11 by 1353nt.

### RBMXL2 protein is important to prevent mis-splicing of long exons in key genes during meiosis

As well as cryptic splice sites within introns, some exon-located cryptic splice sites were activated within the *Rbmxl2*^-/-^ testes, including within genes important for testis development (Figure 3—source data 6). Amongst the genes known to be important for meiosis, we observed a dip in RNAseq density for the interior of *Meioc (meiosis specific gene with coiled coil domain)* exon five in the *Rbmxl2*^-/-^ testis transcriptome (Figure 5A) (Abby et al., 2016; Soh et al., 2017). This dip in RNAseq read density was caused by high levels of cryptic splice site activation within *Meioc* exon 5. Sashimi plots showed that in the *Rbmxl2*^-/-^testes ~ 28% of the splice junctions joined *Meioc* exon four to an exon-internal cryptic 3′ splice site within *Meioc* exon 5 (Figure 5—figure supplement 1A). A further cryptic 5′ splice site within *Meioc* exon five was also used in 22% of the *Rbmxl2*^-/-^ testis transcripts. Use of both cryptic splice sites converted *Meioc* exon five into an exitron (an exon with internal splice sites) (Marquez et al., 2015; Sibley et al., 2016). RT-PCR analysis confirmed both these defective *Meioc* exon five splicing patterns within the *Rbmxl2*^-/-^ testes (Figure 5B–C).

**Figure 5.**
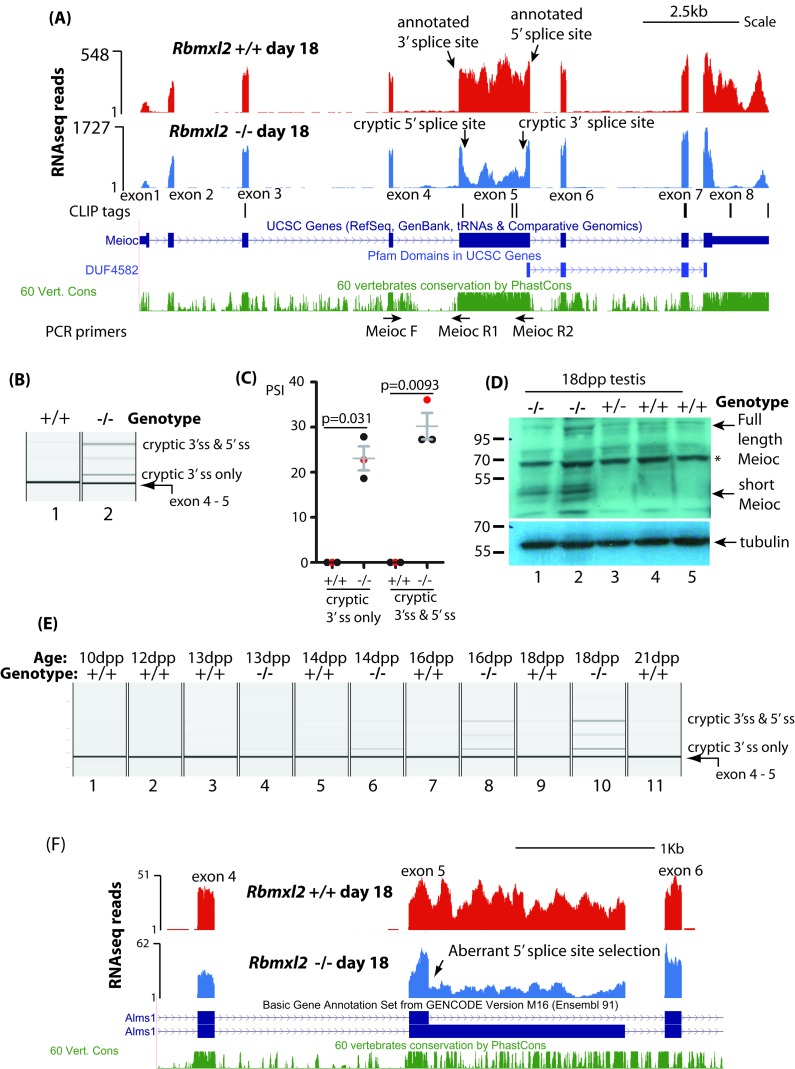
RBMXL2 protein is important to prevent splicing of long exons becoming disrupted during meiosis. (**A**) Screenshot from the UCSC genome browser (Karolchik et al., 2014) showing splicing pattern of *Meioc* exon five in wild type and *Rbmxl2*^-/-^ testis. RNAseq read density from *Rbmxl2*^-/-^ testis are shown in blue; RNAseq read density from wild type testis in red; the genomic positions of HITS-CLIP tags are mapped underneath. Splice sites for exon five are arrowed, and the binding sites for RT-PCR primers are shown. (**B**) Representative capillary gel electrophoretogram showing RT-PCR validation of the changing *Meioc* splicing pattern. This RT-PCR analysis used three primers in multiplex (MeiocF- MeiocR1 detects splicing of exon 4 to exon 5, and MeiocF-MeiocR2 detects splicing from exon four to the cryptic 3′ splice site within exon 5, or splicing of exon 4 to exon five after complete exitron removal. Detection of full length *Meioc* exon five inclusion by this latter primer combination is precluded by the large size of the amplicon. (**C**) Chart showing percentage splicing inclusion (PSI) of different splice variants of *Meioc* exon 5. PSI data were generated by RT-PCR from three wild type (WT) and 3 *Rbmxl2*^-/-^ mice, with the individual samples shown in the capillary gel electrophoretogram in part (**B**) indicated as red dots. Error bars represent the SEM, and p values were calculated using t tests. (**D**) Western blot of 18dpp mouse testes protein probed with an antibody specific to Meioc protein (Abby et al., 2016). A non-specific protein that was also detected in mouse spleen as well as 18dpp testis is indicated by an asterisk. (**E**) Capillary gel electrophoretogram showing patterns of *Meioc* exon 5 splicing between 10dpp and 21dpp in the first wave of mouse spermatogenesis. (**F**) UCSC screenshot (Karolchik et al., 2014) showing that splicing of *Alms1* exon five is disrupted in *Rbmxl2*^-/-^ testes via selection of an internal 5′ splice site.

**Figure 5—figure supplement 1.**
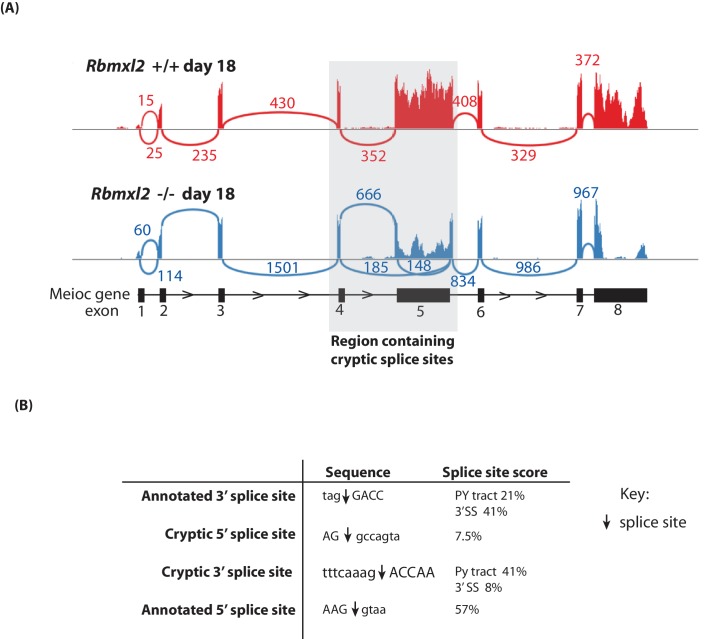
Further splicing analysis of the Meioc gene. (**A**) Sashimi plot showing exon junction reads across the *Meioc* gene. (**B**) Strengths of splice sites associated with *Meioc* exon 5. The actual splice sites are indicated in the sequences by downward facing arrows. Average annotated and cryptic splice site strengths were calculated using Sroogle (Schwartz et al., 2009).

**Figure 5—figure supplement 2.**
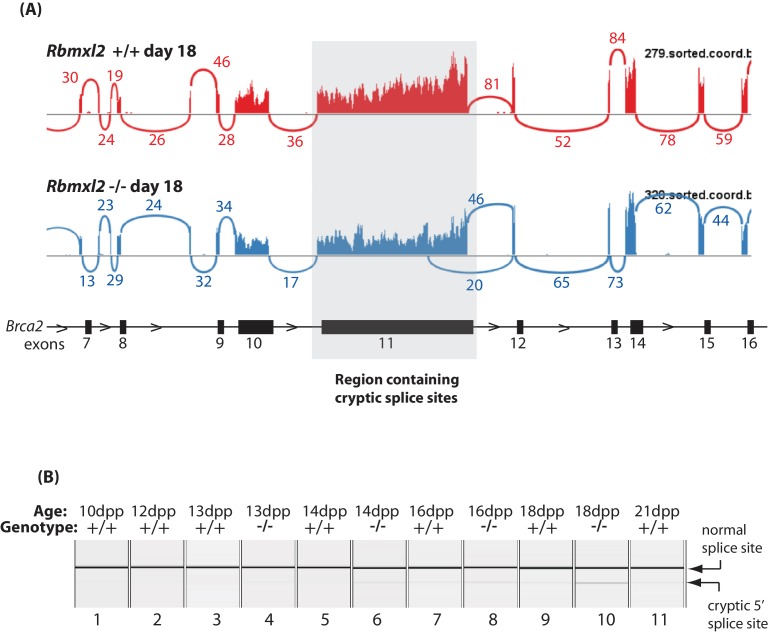
Further splicing analysis of the Meioc gene. (**A**) Sashimi plot showing exon junction reads across the *Brca2* gene. (**B**) Capillary gel electrophoretogram showing patterns of *Brca2* splicing between 10dpp and 21dpp in the first wave of mouse spermatogenesis.

The cryptic splice sites within Meioc exon five are hardly ever used in the wild type 18dpp testis transcriptome. In silico analysis showed that the internal cryptic 5′ splice site within *Meioc* exon five is weak compared to 5′ splice sites for other known alternative exons (7.5^th^ percentile by SROOGLE, compared to 57^th^ percentile for the downstream annotated 3′ splice site (Figure 5—figure supplement 1B) (Schwartz et al., 2009). The first two nucleotide positions downstream of the *Meioc* exon 5- cryptic internal 5′ splice site are GC, so diverge from the GT consensus which is found flanking almost all eukaryotic introns. Similarly, the cryptic internal 3′ splice site within *Meioc* exon five is relatively weak (8^th^ percentile of the average 3′ splice site strength for an alternative exon, compared to 41^st^ percentile for the upstream annotated 3′ splice site). *Meioc* exon five is also directly bound by RBMXL2 protein, evidenced by three internal HITS-CLIP tags (Figure 5A). These include a CLIP tag directly overlapping the *Meioc* exon 5 internal cryptic 5' splice site, as well as CLIP tags upstream of the internal 3′ splice site.

*Meioc* exon five is highly conserved across species suggesting it encodes a functionally important part of Meioc protein (Figure 5A). Exitrons frequently modify protein coding capacity of mRNAs by removing peptide coding segments from mRNAs (Marquez et al., 2015; Sibley et al., 2016). Both the cryptic splicing events in Meioc exon five remove RNA segments within the *Meioc* CDS that are multiples of 3. These events shorten the CDS just upstream of but largely not including the coding information for the MEIOC domain itself (http://pfam.xfam.org/family/PF15189). We thus predicted that a shorter Meioc protein isoform may be produced in the *Rbmxl2*^-/-^ testis. Consistent with this, Western blotting with a Meioc specific antiserum (Abby et al., 2016) detected a 40–50 KDa Meioc protein within the *Rbmxl2*^-/-^ testis, but not in wild type or heterozygote *Rbmxl2* ^±^testes (Figure 5D). This 40–50 KDa molecular weight corresponds to an expected Meioc protein size following complete exitron removal. Although shorter Meioc protein isoforms were only detected in the *Rbmxl2*^-/-^ testes, in each genotype we detected a protein doublet just above 100 KDa corresponding to the reported size of full length Meioc protein (Abby et al., 2016) (Figure 5D).

We further analysed splicing patterns during the first wave of mouse spermatogenesis to test whether appearance of the *Meioc* splicing defects corresponded with the known expression window of RBMXL2 protein in meiotic prophase (Ehrmann et al., 2008). Aberrant splice isoforms of *Meioc* exon five only appeared within *Rbmxl2*^-/-^ testes from 14dpp, and were barely visible at any time point within similar age wild type testes. We performed similar experiments to analyse the dynamics of *Brca2* splicing in the first wave of mouse spermatogenesis. The RNAseq data predicted utilisation of an upstream cryptic 5′splice site within the 4809 nucleotide *Brca2* exon 11 (Figure 3—source data 3) that removes 1263 nucleotides from *Brca2* exon 11 in the *Rbmxl2*^-/-^ testes (Figure 5—figure supplement 2A). RT-PCR analysis during the first wave of spermatogenesis showed *Brca2* exon 11 splicing was normal at 13dpp in the *Rbmxl2*^-/-^ testes, with defects appearing only during and after 14dpp (Figure 5—figure supplement 2B). These time-course data indicate that splicing defects in both *Meioc* and *Brca2* appear and become progressively worse during meiotic prophase in the *Rbmxl2*^-/-^ testes within genes that are expressed and processed normally in earlier germ cell types. An implication of this is that the aberrant splice isoforms detected in 18dpp whole testis RNA must be significantly diluted by signals from germ cells from earlier developmental stages.

Other unusually long exons in genes important for germ cell development were also mis-spliced in the *Rbmxl2*^-/-^ testes including exons in the *Alms1* and *Esco1* genes (Figure 3—source data 3). The *Alms1* gene encodes a protein involved in microtubule organisation during cell division, and its knockout disrupts spermatogenesis resulting in a small testis phenotype (Smith et al., 2018). In the *Rbmxl2*^-/-^ testis an upstream 5′splice site is selected within *Alms1* exon 5, which is is unusually long at 1546nt (Figure 5F). This splice switch removes 1407 nucleotides from the *Alms1* mRNA, and coding information for 469 amino acids from the predicted *Alms1* reading frame.

### Ectopic expression of RBMXL2 protein represses cryptic exon splicing in vitro

The above data indicate that loss of RBMXL2 protein within spermatocytes activates utilisation of cryptic splice sites. We next tested if cryptic splice site selection would be reciprocally repressed by ectopic expression of RBMXL2 protein. The genomic region spanning the *Kdm4d* cryptic exon and its flanking intron sequences were cloned into a minigene (Figure 6A). We detected ~40% splicing inclusion of the cryptic *Kdm4d* exon after co-transfection of this minigene into HEK293 cells (that do not normally express RBMXL2) with an expression vector encoding GFP (Figure 6B lane 1). Levels of *Kdm4d* cryptic exon splicing inclusion were repressed 6-fold upon co-transfection of a construct encoding an RBMXL2-GFP fusion protein. We also tested the activity of an RBMXL2 fusion protein without the RNP1 motif of the RRM (RBMXL2 ΔRNP1). Consistent with RNA-protein contacts not being critical for splicing repression of this cryptic exon, RBMXL2 ΔRNP1 could still repress *Kdm4d* cryptic exon splicing, although slightly less efficiently than the full length RBMXL2 fusion protein. Interestingly, splicing of the *Kdm4d* cryptic exon was also efficiently silenced by ectopic co-expression of an RBMX-GFP fusion protein (Figure 6B lane 7).

**Figure 6.**
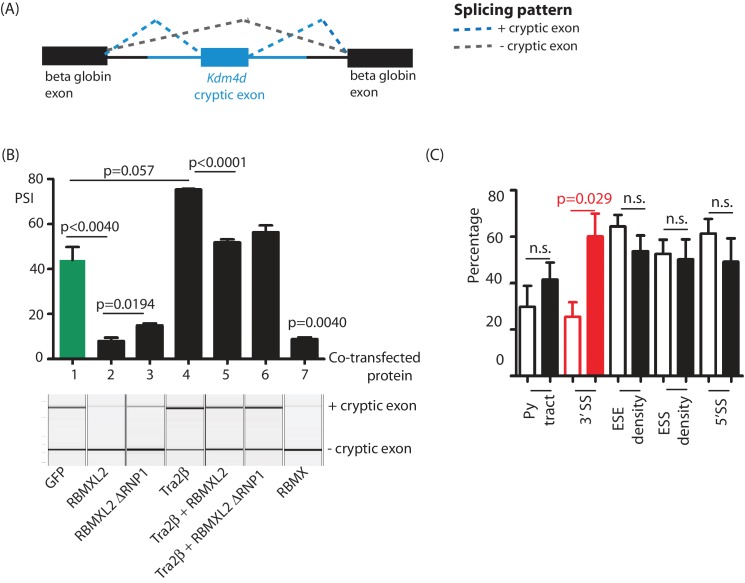
Ectopic expression of RBMXL2 protein represses cryptic exon splicing in vitro. (**A**) Schematic of the *Kdm4d* minigene, in which the *Kdm4d* cryptic exon and flanking introns (shown in blue) are inserted between two beta globin exons in the vector pXJ41 (Bourgeois et al., 1999). (**B**) Bar chart (upper panel) showing data from biological triplicate experiments after quantitation using capillary gel electrophoresis (n = 3 for each transfection). Capillary gel electrophoretogram (lower panel) showing splicing patterns in HEK293 cells. The minigene containing the *Kdm4d* cryptic exon and flanking intron sequences were transfected with expression plasmids encoding either GFP, RBMXL2, RBMXL2 ΔRNP1, Tra2β, RBMX or combinations of these. Splicing patterns were analysed using RT-PCR. (**C**) Bar chart showing average annotated and cryptic splice site strengths from a panel of internal cryptic exons that were activated in *Rbmxl2*^-/-^ testes. Splice site strengths were quantitated as a percentile of the average value for an alternative exon using Sroogle (Schwartz et al., 2009). Open bars show percentile values for cryptic exons, shaded bars (black or red) show percentile values for downstream exons. Error bars represent the SEM, and p values were calculated using t tests.

The above results show that RBMXL2 represses *Kdm4d* cryptic exon splicing, and is consistent with RBMXL2 providing a direct functional replacement for RBMX during meiosis. iCLIP experiments in adult mouse testis further identified the *Kdm4d* cryptic exon as directly binding the splicing activator protein Tra2β (Dalgliesh and Elliott, unpublished data). Consistent with this, Tra2β over-expression in HEK293 cells strongly increased *Kdm4d* cryptic exon splicing inclusion (Figure 6B lane 4). Ectopic activation by Tra2β indicated that although this *Kdm4d* exon cryptic exon is effectively ignored by the spliceosome in wild type testis, cryptic exon splicing is activated in response to increased expression of a splicing activator protein. Importantly, splicing activation by Tra2β was efficiently supressed when the minigene was co-transfected at the same time with both RBMXL2 and Tra2β (Figure 6B, lanes 5 and 6).

We addressed if other cryptic exons repressed by RBMXL2 might also possess the capacity to be activated by splicing regulators that bind to their associated splicing enhancer sequences. In silico analysis (Schwartz et al., 2009) of a panel of cryptic exons that were activated in the *Rbmxl2*^-/-^ testes showed that these exons had significantly weaker 3′ splice sites, but similar Exonic Splicing Enhancer (ESE) sequence content compared to their immediately adjacent downstream exons (Figure 6C). These other cryptic exons that are repressed by RBMXL2 may be likewise poised for splicing during meiosis, because they bind to splicing activator proteins such as Tra2β.

## Discussion

This study finds that loss of the ancient RBMXL2 protein completely prevents sperm production in the mouse, largely because of a developmental block during meiosis. *Rbmxl2*^-/-^ mouse germ cells develop as far as meiosis, thus escaping the major developmental checkpoints that operate during meiotic pachytene (de Rooij et al., 2003), but then undergo cell death by apoptosis after reaching diplotene. Our data further show that RBMXL2 protein is important to protect the meiotic transcriptome from a spectrum of splicing defects (Figure 7A). These include classic manifestations of cryptic splicing that would be strongly deleterious to gene expression (Marquez et al., 2015; Sibley et al., 2016), such as insertion of novel cryptic exons and premature polyadenylation sites that would disrupt protein coding sequences, and the selection of cryptic splice sites that would shorten or extend exon lengths. Previous work reporting poor conservation of splicing patterns between species suggested that alternative splicing might not control fundamental aspects of germ cell biology (Kan et al., 2005). In contrast, the work presented here suggest a generic requirement for cryptic splice site suppression during meiosis that could explain the conservation of an *Rbmxl2* gene in all placental mammals, even if individual cryptic splice sites are not conserved between species’ genomes (Elliott et al., 2000b).

**Figure 7.**
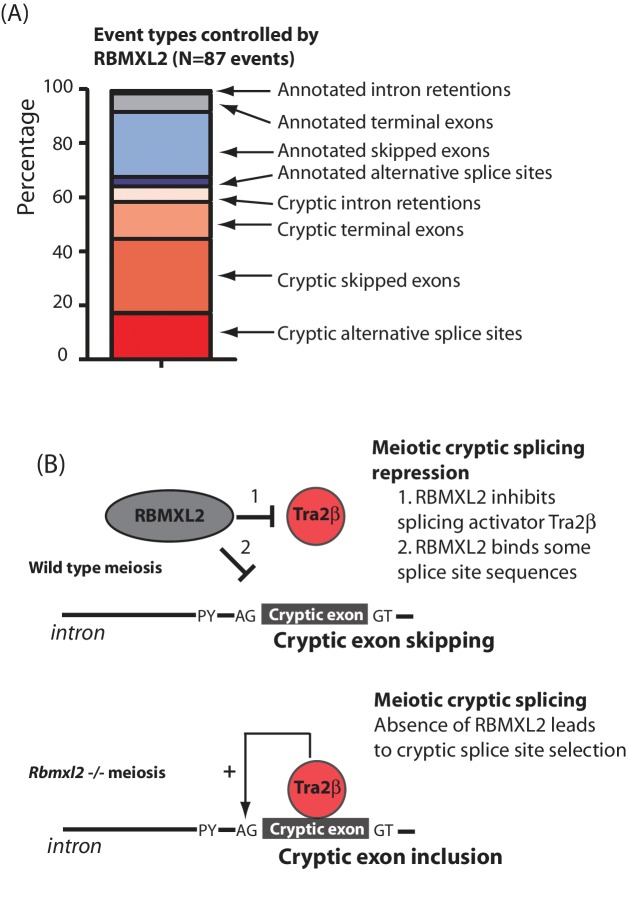
RBMXL2 protein is needed to enable production of proper splice isoform patterns during meiosis. (**A**) Stacked bar chart summarising percentage types of splicing event mis-regulated in the *Rbmxl2*^-/-^ testes. Details of the individual genes contributing to this list are given in Figure 3—source data 3. (**B**) Models for RBMXL2 function. In wild type mice, RBMXL2 protein may block cryptic exon splicing through: 1. Inhibition of splicing regulator proteins including Tra2β protein via protein-protein interactions (Venables et al., 2000); or 2. Direct RNA protein interactions of RBMXL2 with important splicing regulatory sequences in the pre-mRNA. In the *Rbmxl2*^-/-^ background the absence of this buffering would result in an increase in splicing inclusion of some cryptic exons which contain Tra2β binding sites.

Cells in meiotic prophase might be particularly susceptible to cryptic splice site poisoning because of their high levels of transcription, altered splicing regulator expression and relaxed chromatin environments (de la Grange et al., 2010; Licatalosi, 2016; Soumillon et al., 2013; Pan et al., 2008; Wang et al., 2008; Clark et al., 2007; Grosso et al., 2008; Yeo et al., 2004). In silico data suggest that the cryptic exons repressed by RBMXL2 would be poised for splicing inclusion in conditions of high concentrations of splicing activators because of their strong ESE contents. We suggest a model where RBMXL2 protein may buffer the activity of splicing activator proteins to prevent such cryptic splice site selection from happening in meiosis (Figure 7B). This model is also consistent with previously reported data showing that RBMXL2, RBMX and RBMY proteins physically interact with and antagonise the splicing activity of Tra2β and SR proteins (Liu et al., 2009; Nasim et al., 2003; Venables et al., 2000; Elliott et al., 2000a) (Figure 7B). Data presented in this study also show that *Kdm4d* cryptic exon splicing activation by Tra2β is blocked in vitro by co-expression of RBMXL2. As an alternative and not mutually exclusive model, RBMXL2 protein-RNA binding may sterically block recognition of some cryptic splice sites during meiosis, including the cryptic 5′ splice site within *Meioc* exon five which was utilised in the *Rbmxl2*^-/-^ testis (Figures 5A and 7B). However, no HITS-CLIP tags for RBMXL2 were detected near the *Kdm4d* cryptic exon. Furthermore, a version of RBMXL2 deleted for the key RNP1 motif involved in RNA-protein interactions could still repress *Kdm4d* cryptic exon splicing (albeit slightly less efficiently than the wild type RBMXL2 protein). Thus buffering protein interactions between RBMXL2 and proteins like Tra2β may be potentially more important in repressing cryptic splicing in meiosis than direct RBMXL2 RNA-protein interactions.

Loss of RBMXL2 disrupts expression of many downstream target genes in parallel, both at splicing and transcriptional levels. This makes it difficult to resolve whether the phenotype detected in the *Rbmxl2*^-/-^ mouse testes is caused by aberrant expression of a single target RNA, or is a compound phenotype involving multiple genes. Some genes affected by RBMXL2 protein deletion are annotated as important for spermatogenesis on the MGD (Smith et al., 2018). These include *Alms1* (Arsov et al., 2006; Collin et al., 2005); *Brca2* which is required for meiotic prophase (Sharan et al., 2004); *Kdm4d*, which helps control apoptosis during male germ cell development (Iwamori et al., 2011); and *Cul4a* that encodes an important ubiquitin ligase needed for DNA damage response. Two factors complicate direct comparison of MGD phenotypes with those after RBMXL2 knockout. Firstly, conventional knockouts will report a phenotype the first time a gene is needed in a developmental pathway. In contrast RBMXL2 is only expressed from the onset of meiosis, so any defects in target gene expression that occur without RBMXL2 could result in a later phenotype. For example, *Meioc* knockout phenotype analysis has concentrated on entry into meiosis (Abby et al., 2016; Soh et al., 2017). Our data show that *Meioc* exon five is still spliced normally on meiotic entry in the *Rbmxl2*^-/-^ mouse (at 12dpp), but becomes compromised later on during meiotic prophase (when RBMXL2 is expressed). It is possible that *Rbmx* and *Rbmy* will provide an equivalent function to *Rbmxl2* in spermatogonia and early spermatocytes, and that it is only when meiotic sex chromosome inactivation initiates during pachytene that germ cells will depend on *Rbmxl2*. Consistent with this, in transfected cells RBMX was able to suppress a cryptic splice exon in the *Kdm4d* with similar efficiency to the RBMXL2 protein. Secondly, the MGD phenotype data (Smith et al., 2018) is after gene knockout, whereas Rbmxl2 deletion changes patterns of splice isoforms.

High levels of gene expression and alternative splicing have also been observed in the nervous system, and this is another anatomic site where pathological cryptic exon inclusion has been reported. Neuronal cryptic exon inclusion occurs following depletion of the splicing repressor protein TDP43, and might contribute to neuron death in neurological diseases like ALS and Alzheimer’s disease (Sun et al., 2017). Cryptic splicing has also been observed in cultured human cells after depletion of the splicing repressor proteins hnRNP C, hnRNPL and PTB (Ling et al., 2016; McClory et al., 2018; Zarnack et al., 2013), and in mouse oocytes depleted for the splicing factor SRSF3 (Do et al., 2018). Taking all these results into consideration we suggest that RBMXL2 has a key role controlling the meiotic transcriptome, and suggest that human male infertility caused by loss of *RBMXL2* or its paralog RBMY may be associated with germ cell type-specific cryptic splicing.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (M. musculus)	*Rbmxl2*			
Strain, strain background (M. musculus)	C57Bl/6			
Genetic reagent (M. musculus)	*Rbmxl2* knockout	this publication		
Genetic reagent (M. musculus)	FlpE	Rodríguez et al., 2000		
Genetic reagent (M. musculus)	PGKcre	Lallemand et al., 1998		
Cell line (H. sapiens)	HEK293			
Antibody	Sheep polyclonal anti-Rbmxl2	Ehrmann et al. (2008)		(1:700)
Antibody	Guinea pig polyclonal anti-Meioc	Abby et al. (2016)		(1:1000)
Antibody	Mouse monoclonal anti-tubulin	Sigma	catalog number T6793	(1:1000)
Antibody	Rabbit polyclonal anti-GAPDH	Abgent, San Diego CA	catalog number AP7873b	(1:1000)
Antibody	Rabbit polyclonal anti-caspase 3	Proteintech	catalog number 25546–1-AP	(1:100)
Antibody	Rabbit polyclonal anti-Sycp3	Life span	Cat# LS-B175, RRID:AB_2197351; lot#73619	(1:500)
Antibody	Mouse monoclonal anti-Sycp3 [Cor 10G11/7]	Abcam	Cat#ab97672 RRID:AB_10678841; lot#GR282926-1	(1:500)
Antibody	Guinea Pig polyclonal anti-Sycp1	Laboratory of Howard Cooke		(1:200)
Antibody	Mouse monoclonal anti-phospho H2AX [JBW301]	Millipore	Cat# 05–636, RRID:AB_309864; lot#1997719	(1:3000)
Antibody	Rabbit polyclonal anti-H3 trimethyl K9	Abcam	Cat# ab8898, RRID:AB_306848; lot# GR250850-2	(1:500)
Antibody	Mouse monoclonal anti-H3 phospho (Ser10)	Abcam	Cat# ab14955, RRID:AB_443110; lot# GR192274-8	(1:1000)
Antibody	Human polyclonal anti-Centromere Protein	Antibodies Incorporated	Cat#15-235-0001	(1:50)
Antibody	Mouse monoclonal anti-AcSmc3	From Katsuhiko Shirahige, University of Tokyo. Nishiyama et al. (2010)		(1:1000)
Antibody	Goat polyclonal anti-Mouse Alexa Fluor 488	Invitrogen	Cat# A11001	(1:500)
Antibody	Goat polyclonal anti-Rabbit Alexa Fluor 488	Invitrogen	Cat#A11008	(1:500)
Antibody	Goat polyclonal anti-Human Alexa Fluor 488	Invitrogen	Cat# A11013	(1:500)
Antibody	Goat polyclonal anti-Guinea Pig Alexa Fluor 488	Invitrogen	Cat# A11073	(1:500)
Antibody	Goat polyclonal anti-Mouse Alexa Fluor 594	Invitrogen	Cat# A11005	(1:500)
Antibody	Goat polyclonal anti-Rabbit Alexa Fluor 594	Invitrogen	Cat# A11012	(1:500)
Antibody	Goat polyclonal anti-Rabbit Alexa Fluor 647	Invitrogen	Cat# A32733	(1:500)
Antibody	Goat polyclonal anti-Guinea Pig Alexa Fluor 647	Invitrogen	Cat# A21450	(1:500)
Dye	DAPI (4',6-diamidino-2-phenylindole)	Biotium	Cat# 40043; lot# 15D1117	
Recombinant DNA reagent	PXJ41 Kdm4d	this paper		
Sequence-based reagent	primers	this paper		designed using Primer3 http://primer3.ut.ee/
Sequence-based reagent	qPCR primers	this paper		designed using Primer3 http://primer3.ut.ee/
Commercial assay or kit	Rnaeasy plus kit	Qiagen	catalog number 74134	
Commercial assay or kit	DNA free	Ambion	catalog number AM1906	
Commercial assay or kit	Superscript Vilo	Invitrogen	catalog number 11754	
Chemical compound, drug	Bouins	Sigma	catalog number HT10132	
Software, algorithm	Graphpad prism	https://graphpad.com		
Software, algorithm	Sroogle	http://sroogle.tau.ac.il/		

### Generation of KO mice

A targeting construct in which the *Rbmxl2* open reading frame was flanked by *LoxP* sites was made using standard molecular biology techniques, and electroporated into ES129 cells. Positive clones were injected into blastocysts to create chimaeras, and bred to yield agouti pups heterozygous for the targeted locus (Ozgene, Perth, Australia). The original mice containing the *Neomycin* gene (Figure 1—figure supplement 1A) were crossed to *FlpE* mice to remove the *Neo* gene and to generate the *Rbmxl2 ^LoxP^* conditional allele (Figure 1—figure supplement 1B). Mice containing the *Rbmxl2 ^LoxP^* conditional allele were crossed with mice expressing *PGKCre*, resulting in deletion of the *Rbmxl2* reading frame (Figure 1—figure supplement 1C). Genetic structures of the wild type and targeted alleles were confirmed by Southern blotting. Genomic DNA was prepared from mouse tails, cut with *BamHI*, run on an agarose gel and blotted onto a Hybond N nylon membrane (GE Healthcare, Little Chalfont, UK). Blots were probed using an internal probe Enp (generated using primers enpF 5′-ACTGTTGATTCCCCTTCCAAC-3′ and enp R 5′- ACTCCTGCCTGTGATTGGTC-3′, and α- ^32^ P labelled by random priming). The correct insertion of the targeting vector in the genome was confirmed by cutting genomic DNA with *Psh*A1 and *Eco*RV and hybridizing with 5′ (generated from genomic DNA using 5′-agcattcagcaaaggctcac-3′ and 5′- ttaaaactgagggagactgc-3′) and 3′ (generated from genomic DNA using 5′-actgcatagttgtagccatc-3′ and 5′- tgcattctctttaggctcatttc-3′) probes respectively.

### Animal work

Animal research was carried with the approval of the Newcastle University animal research ethics committee and the UK Government Home Office (Home Office project Licence Number PIL 60/4455).

### Analysis of mouse germ cell development in vivo

Testis/body weight ratios, and sperm counts were measured on a C57Bl6 background. In order to determine sperm counts, the cauda epididymis was dissected in PBS and the sperm were counted in a haemocytometer.

### Preparation of RNA for RNA-Seq

Mice were back crossed onto the C57Bl6 background for eight generations, and we used back crossed male mice for subsequent analysis. Testes were homogenized in RLTplus buffer from Qiagen before purification with the Rneasy plus kit (Qiagen, 74134). The RNA was then re-purified with the kit before Dnase digestion (Ambion).

### RNA-Seq analysis

Paired-end sequencing was done for six samples in total (three biological replicates of 18dpp wild-type and *Rbmxl2*^-/-^ testis) using 75 bp reads. Libraries were prepared using TruSeq Stranded mRNA Library Prep Kit (Illumina) and sequenced; 75 bp single reads were sequenced on a NextSeq 500 (Illumina, using the mid output v2 150 cycles kit). The base quality of the raw sequencing reads were checked using FastQC. Trimmomatic (v0.32) was used to remove adapters and to trim the first twelve bases and the last base at position 76 (Bolger et al., 2014). Reads were aligned to the UCSC D3c. 2011 (GRCm38/mm10) assembly of the mouse genome using STAR (v2.5.2b) (Dobin et al., 2013). Alternative splicing events were assessed using MAJIQ and VOILA software packages (Vaquero-Garcia et al., 2016). Briefly, uniquely mapped, junction-spanning reads were used by MAJIQ to construct splice graphs for transcripts from a custom Ensembl transcriptome annotation and to quantify PSI (within conditions) and ΔPSI (between conditions) for all local splicing variations (LSVs). The captured LSVs include classical alternative splicing events (e.g. cassette exons, alternative 5’ splice sites, etc.) as well as more complex variations (Vaquero-Garcia et al., 2016). LSVs with an expected change of greater than 10% were then visualized using VOILA to produce splice graphs, violin plots representing PSI and ΔPSI quantifications, and interactive HTML outputs for changes between wild type and *Rbmxl2*^-/-^.

### In silico analysis of mouse cryptic exons

Splicing patterns of identified target genes were analysed using the UCSC and IGV mouse genome browsers (Karolchik et al., 2014; Thorvaldsdóttir et al., 2013). A panel of 10 cryptic exons from the *Catsperb* (two exons), *Ccdc60*, *Kdm4d*, *Lrrcc63*, *4933409G03Rik*, *Tcte2*, *Ube2e2*, *Fam178b* genes) and their immediately downstream exons were monitored for strength of splicing sequences using Sroogle (Schwartz et al., 2009). A panel of 19 exons were analysed for length and translation termination codons content (*1700074P13Rik*, *4833439L19Rik*, *ccdc60*, *Dnah12*, *Hmga2*, *Map2k5*, *Rbks*, *Tcte2*, *Ube2e2*, *4933409G03Rik*, *4930500J02Rik*, *4932414N04Rik*, *Fam178b*, *Ccdc144b*, *Ston1*, *Usp54*, *Lca5l*, and *Catsperb* and *Lca5l*).

### Detection of splice isoforms in mouse testis RNA

The levels of different mRNA splice forms were detected in DNAse treated total RNA isolated from 18dpp mouse testes. cDNA was synthesised using superscript Vilo (Invitrogen) and PCR amplified, followed by either capillary gel electrophoresis (Qiaxcel) or agarose gel electrophoresis (Grellscheid et al., 2011). Gene-specific primers specific for different splice isoforms are given in Figure 3—source data 4.

### Hits-clip

HITS-CLIP was performed as previously described (Licatalosi et al., 2008) using an antibody specific to RBMXL2 (Ehrmann et al., 2008). In short, for the CLIP analysis a single mouse testis was sheared in PBS and UV crosslinked. After lysis, the whole lysate was treated with DNase and RNase, followed by radiolabelling and linker ligation. After immunoprecipitation with purified antisera specific to RBMXL2 (Ehrmann et al., 2008), RNA bound RBMXL2 was separated on SDS-PAGE. A thin band at the size of 65 kDa (RBMXL2 migrates at around 50 kDa and MW of 50 nt RNA is about 15 kDa) was cut out and subject to protein digestion. RNA was recovered and subject to Illumina sequencing, and the reads were aligned to the mouse genome. HITS-CLIP tags mapped to 22,438 protein coding genes. HITS-CLIP data were further analysed to extract most frequently occurring pentamer nucleotide sequences within genes (ncRNA, ORF, 3’UTR, 5’UTR and intron). A window between +50 and −50 of the cross link site was analysed (to avoid crosslinking bias), and after correction for average pentamer occurrence in control sequences (as described in Wang et al., 2010). Each pentamer was only counted once in the analysed window.

### *Kdm4d* minigene analysis

The *Kdm4d* cryptic exon and flanking intron sequences were PCR-amplified from mouse genomic DNA using the cloning primers Kdm4dF (5′-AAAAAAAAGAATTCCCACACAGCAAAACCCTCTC-3′) and Kdm4dR (5′-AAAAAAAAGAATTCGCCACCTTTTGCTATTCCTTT-3′). The PCR products were digested with *EcoR1* restriction enzyme and cloned into the pXJ41 vector using the *Mfe1* site midway through the 757 nucleotide β-globin intron (Bourgeois et al., 1999). Analysis of splicing patterns transcribed from minigenes was carried out in HEK293 cells as previously described (Grellscheid et al., 2011; Venables et al., 2005) using primers within the β-globin exons of pXJ41, pXJ41F 5′-GCTCCGGATCGATCCTGAGAACT-3′) and pXJ41R (5′-GCTGCAATAAACAAGTTCTGCT-3′).

### Detection of proteins in mouse testis

For protein detection by immunohistochemistry, testes were fixed in Bouins, embedded in paraffin wax, sectioned and attached to glass slides. Sections were prepared and immunohistochemistry carried out as previously described (Grellscheid et al., 2011). Primary antibodies were specific to caspase 3, p17-specific (Proteintech Europe Ltd). Protein detection by Western was as previously described (Grellscheid et al., 2011) using primary antibodies specific to RBMXL2 (Ehrmann et al., 2008), Meioc (Abby et al., 2016), and control antibodies specific to tubulin (Sigma T6793) and GAPDH (Abgent,San Diego CA, AP7873b).

### Spermatocyte spreading

The tunica was removed from testes, and seminiferous tubules macerated with razor blades in a small volume of DMEM media. DMEM was added to 4 ml, and debris allowed to settle for 10 min. Cells were then pelleted from the suspension at 233 g for 5 min. The pellet was resuspended in 1–2 ml DMEM per animal. 5 drops of 4.5% sucrose were added to the centre of each clean glass slide using a Pasteur pipette. A single drop of the cell suspension was added to each slide from a height of 15–20 cm, followed by one drop of 0.05% Triton-X-100. The slides were incubated in a humid chamber for 10 min, then eight drops of fixative (2% PFA, 0.02% SDS, pH 8) were added to each slide, and incubated in humid chamber for 20 min. Slides were dipped in water to wash and allowed to air dry before storing at −80°C (Crichton et al., 2017).

### Antibody staining and image capture

Slides were blocked for one hour in 0.15% BSA, 0.1% Tween-20, 5% goat serum PBS, then incubated with primary antibodies for three hours at room temperature or 4°C overnight. Primary antibodies were used at the following concentrations, diluted in block solution: rabbit anti-Sycp3 (1:500, Lifespan Cat# LS-B175 RRID:AB_2197351), mouse anti-Sycp3 (1:500, Abcam Cat# ab97672 RRID:AB_10678841), guinea pig anti-Sycp1 (1:200, from Howard Cooke), mouse anti-γH2AX (1:3000; Millipore Cat# 05–636, RRID:AB_309864), rabbit anti-H3K9me3 (1:500; Abcam Cat# ab8898, RRID:AB_306848), mouse anti-phospho H3 (1:1000; Abcam Cat# ab14955, RRID:AB_443110), human anti-centromere (1:50; Antibodies Incorporated, Cat#15-235-0001), mouse anti-AcSmc3 (1:1000, a gift from Katsuhiko Shirage [Nishiyama et al., 2010]). Slides were washed three times for five minutes in PBS before incubating with 1:500 secondary antibodies and ng/ul DAPI (4',6-diamidino-2-phenylindole) for one hour at room temperature in darkness. Slides washed again three times and mounted in 90% glycerol, 10% PBS, 0.1% p-phenylenediamine.

Images were captured with Micromanager imaging software using an Axioplan II fluorescence microscope (Carl Zeiss) equipped with motorised colour filters. Centromere and H3K9me3 staining was imaged by capturing z-stacks using a piezoelectrically-driven objective mount (Physik Instrumente) controlled with Volocity software (PerkinElmer). These images were deconvolved using Volocity, and a 2D image generated in Fiji.

Nuclei were staged by immunostaining for the axial/lateral element marker SYCP3. Pachytene nuclei were identified in this analysis by complete co-localisation of SYCP3 and either the transverse filament marker SYCP1 on all nineteen autosomes, or by the presence of nineteen bold SYCP3 axes in addition to two paired or unpaired sex chromosome axes of unequal length. Asynapsed pachytene nuclei were judged to be nuclei containing at least one fully synapsed autosome, and at least one autosome unsynapsed along >50% of its length (Crichton et al., 2017).

### Quantification and statistical analysis

Quantification and statistical analyses were done using Graphpad (http://www.graphpad.com/).

### Spermatocyte staining analysis

All scoring of immunostained chromosome spreads was performed blind on images after randomisation of filenames by computer script. Three *Rbmxl2*^-/-^ and three wild type control animals were analysed for each experiment. Meiotic substaging analysis involved 179 nuclei from control animals, and 138 from *Rbmxl2*^-/-^ mice. Diplotene phospho-H3 analysis involved 128 control and 157 *Rbmxl2*^-/-^ nuclei, and the proportion of nuclei with bold centromeric signal was analysed using a Fisher’s test. Pachytene asynapsis was measured in 108 control and 92 *Rbmxl2*^-/-^ nuclei, and the data analysed using a Fisher’s test. Centromere positioning and H3K9me3 staining was assessed across 73 control and 65 *Rbmxl2*^-/-^pachytene nuclei, and 66 diplotene control and 66 *Rbmxl2*^-/-^ diplotene nuclei. These data were analysed using Wilcoxon Rank Sum test.

# Supplementary material for: An ancient germ cell-specific RNA-binding protein protects the germline from cryptic splice site poisoning
**Source:** eLife. 2019 Jan 24;8:e39304. doi: 10.7554/eLife.39304
**Supplement:** Figure 3—source data 7. — Summary of GO terms and MGI phenotypes of genes that are regulated at the splicing level by RBMXL2 (compiled from Figure 3—source datas 5 and 6).

| GO term Spermatogenesis | **GO term GO term Germ MGI Meiotic cell cell infertility cycle process development phenotype** | | | **MGI lethal MGI phenotype development**  **phenotype** | |
| --- | --- | --- | --- | --- | --- |
| **Brca2** | Brca2 | Brca2 | Kdm4d | Ppox | Ppp3ca |
| **Catsperb** |  | Catsperb | Ccdc62 | Mylk | Ttc28 |
| **Hmga2** | Hmga2 | Pcsk4 | Hmga2 | Bcl11b | Clec16a |
| **Odf2** | 4930447C04R | 4930447C04Ri | Alms1 | Zfp148 | Alms1 |
|  | ik | k |  |  |  |
| **Tlk2** | Mlh3 | Alms1 | Meioc | Ald5h1 | Plec |
| **Pcsk4** |  |  | Gba2 | a | Tmpo |
| **Lrguk** |  |  | Brca2 | Gabpb1 | Nxn |
| **4930447C04Rik** |  |  | Poln | Clec16a | Med1 |
| **Slc9c1** |  |  | Pcsk4 | Tln1 | Tln1 |
| **Alms1** |  |  | Zbtb16 | Brca2 | Brca2 |
| Zfp148 | | | | Ebp41 | Vit |
| Mlh3 | | | | Tnrc6a | Slc39a13 |
| Gabpa | | | | Furin | Furin |
| Nectin3 | | | | Wdpcp | Wdpcp |
| Slc9c1 Gabpa | | | | | |
| Lnpk Slc39a8 | | | | | |
| Tmed10 Med1 | | | | | |
| Clip1 Slc7a1 | | | | | |
| Brd4 Lnpk | | | | | |
| Hip1 Psmc3 | | | | | |
| Lrrcc1 Tmed10 | | | | | |
| Myo7a Coq2 | | | | | |
| Odf2 Brd4 | | | | | |
| Spag6l Hip1 | | | | | |
| 4930447C04R Nxn | | | | | |
| ik | | | | | |
| Dnal1 | | | | | |
| Seh1l | | | | | |
| Plec | | | | | |
| Mapk25 | | | | | |
| Atp8b2 | | | | | |
| Elac2 | | | | | |
| Cep67 | | | | | |

Figure 3 - figure supplement 2

How the deposited data were processed for this re-analysis (not part of the article)

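Testis RNA of 3 Rbmxl2 knockout and 3 wild type mice at 18 days post partum was sequenced, 1 library per mouse. The authors deposited raw counts of reads per Ensembl transcript, 94647 transcripts in each of 6 files, each closed by 5 summary lines for reads on no transcript, ambiguous reads, reads of low quality, unaligned reads and reads aligned to several places. According to the paper's methods, the reads had been trimmed with Trimmomatic and aligned with STAR to GRCm38. The paper's text does not name the counting tool. Because the counted unit is the transcript, reads shared between transcripts of a gene are not in any transcript's count, and between 47.5% and 50.5% of uniquely aligned reads were set aside in this way. A gene with several transcripts is thus measured on part of its length, which lowers its counts and makes them depend on which exons are unique. Bases of a transcript's own were found against listed transcripts of the same gene only, and overlap with other genes was not checked.

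Samples were assigned to genotype by their labels and are called by genotype and library number, knockout replicates 7, 10 and 11 and wild type replicates 8, 9 and 12. The counts of Rbmxl2 were checked against these labels. No 2 libraries held identical values. Assigned reads per library ranged from 8566260 to 10043680, with a median of 8724164 in the knockout and 8995051 in the wild type.

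Transcripts were paired with gene names, types and coordinates from GENCODE release M21 (GRCm38), in which 91225 of the identifiers were found. The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, robust dispersion estimates, and the filter of edgeR's filterByExpr, which kept 15692 transcripts. P-values were adjusted by the Benjamini-Hochberg method, and the threshold was the paper's, an adjusted p under 0.05 with at least a 2-fold change. Standard errors of edgeR log2 fold changes were computed as the size of the fold change divided by the square root of the F statistic. The procedure was tested on counts simulated from the means, library sizes and dispersions of the 15692 transcripts, with 200 changed in each of 3 simulations. The dispersions were edgeR's own estimates. A simulated transcript was called at an adjusted p under 0.05 with any fold change, so the rates are not those of the 2-fold threshold. With such calls edgeR found 95.0% of transcripts changed 8-fold and 11.0% of those changed 2-fold, and 5.64% of its calls were false. DESeq2 with shrunken fold changes found 96.0% and 24.3%, and 16.6% of its calls were false.

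Alternatives were DESeq2 1.42.0 with and without shrunken fold changes, DESeq2 size factors in edgeR, no filter on low counts, at least 10 counts in every sample, counts summed per gene, and leaving out each library in turn. These, the sample groups and the tests were chosen before the data were examined. The likelihood-ratio test of edgeR was added after the numbers of calls had been seen. Correlations used log2 CPM with a prior count of 2. Shares of a gene's counts on a transcript were compared by two-sided exact permutation tests, and lists of genes with 10000 random lists matched on expression in 20 bins. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and SciPy 1.17.1 was used, and matplotlib 3.10.9 for figures.

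The genes named were fixed beforehand as every gene that the paper's text or Figure 3A names for an expression change, by the transcript in Figure 3—source data 1, and the splicing targets discussed from the RNA-seq. For splicing targets without a transcript in the part of that table read here, the transcript of the gene with most counts was used. The rule also included transcripts past the threshold with complete separation, which added none. A gene covered by this rule is not reported here. The protein coding transcript of Nxn, the Kdm4d transcript with the alternative exon, the Lrrcc1 transcript with the downstream terminal exon and Platr28 were added after their values had been seen. Splicing of single junctions, exons outside the listed transcripts, the binding-site data and the qPCR were not analysed here, since transcript counts hold no junction reads.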

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

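For most genes named here the values are those of 1 transcript, and the counts also hold second transcripts of the same genes. These were searched by a pair of rules. The first, applied before its outcome was known, took second transcripts that entered the edgeR test, had an unadjusted p under 0.05 and had all knockout libraries on one side of all wild type libraries. Of 6 tested, 1 met it, a transcript of Zfp386. The second rule was set after the counts had been seen, to reach transcripts too rare for the edgeR test, and took any second transcript with at least 30 counts in all that separated the genotypes in either direction. Of 8 tested, 3 met it, where 0.8 would be met by chance. The transcripts met by the second rule, which include the Kdm4d transcript that had prompted it, are therefore no independent finding. The tests of library size for the Kdm4d and Gm5134 transcripts were chosen only after the result was seen. An exact permutation test gave p = 0.10 for each of the 3, the smallest that 3 mice against 3 allow.

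The Kdm4d transcript with the annotated alternative exon had a log2 ratio of mean CPM of 2.83 between knockout and wild type. The paper describes more splicing of this alternative exon but does not discuss the counts of the transcript, for which its table gives the paper's log2 fold change of 0.90 with an adjusted p of 0.606. DESeq2 here gave adjusted p-values of 0.456 without shrinkage and 0.536 with shrunken fold changes, so the difference did not pass the correction. Library size was tested through the share of Kdm4d reads, which does not depend on it: the lowest knockout share exceeded the highest wild type share by 6.82 percentage points. Library size therefore does not account for the difference. Reads shared with the other Kdm4d transcript had been set aside as ambiguous before the counts were deposited. They are therefore not among these counts, which are of reads on the 166 bases not shared with the other Kdm4d transcript. Because wild type libraries held 2 reads each, the size of the ratio is uncertain, and differences between mice unrelated to genotype cannot be excluded with 3 mice per group.

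The Zfp386 transcript, a retained intron transcript on chromosome 12 from 116047764 to 116055116, had a log2 ratio of -1.47, with 3, 4 and 9 reads in the knockout and 11, 18 and 15 in the wild type. Its log2 fold change by edgeR was -1.42 (standard error 0.50, adjusted p = 0.963). Its share of the Zfp386 reads did not separate the genotypes, with a gap of -8.85 percentage points, so the fall was not shown to be specific to this transcript within the gene. Counts of Zfp386 summed per gene also fell, with a log2 fold change of -1.60 (adjusted p = 0.271 from edgeR). The ratio is of CPM, which are scaled to library size, and assigned reads ran only from 8566260 to 10043680 over the 6 libraries.

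The Gm5134 transcript, a retained intron transcript on chromosome 10 from 75974086 to 75998354, had a log2 ratio of 1.25, with 7, 10 and 16 reads in the knockout and 6, 7 and 1 in the wild type. The share of the Gm5134 reads was higher in every knockout library, by a gap of 0.313 percentage points. Library size does not account for the rise, but CPM are already scaled to it, so the share adds little. The gap is narrow, with 7 reads in knockout replicate 7 (1.67%) against 6 in wild type replicate 8 (1.36%). Counting error was not tested. As for Kdm4d, shared reads are not among the counts of the Zfp386 and Gm5134 transcripts, which have 163 and 290 bases of their own.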

How the results depend on the processing

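No paired analysis was run, because the replicate numbers are library numbers, unique to each library. They neither show nor exclude that mice were paired, for example as littermates.

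The number of transcripts with an adjusted p under 0.05 and at least a 2-fold change was 1 with edgeR's quasi-likelihood test and depended on the test and the filter. It was 48 with DESeq2 without shrinkage, 47 with DESeq2 and shrunken fold changes, 109 without a filter on low counts, 4 with counts summed per gene, and 0 with at least 10 counts in every sample, where 479 transcripts had an unadjusted p under 0.05. That filter removes Rbmxl2 itself, so no value for Rbmxl2 exists under it. With DESeq2 size factors in edgeR the number stayed at 1, and it ran from 1 to 2 across the 6 fits that each left out a library. At any fold change the numbers were 48, 48, 110, 4 and 0 in the same order, and again from 1 to 2 across the fits that left out a library. The edgeR likelihood-ratio test, chosen after seeing the data, gave 63 and, at any fold change, 64. The cause of these differences was not tested further, except that power was examined in simulated counts.

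The number of protein coding transcripts past the threshold was 1 with edgeR, 22 with DESeq2 and shrunken fold changes and 23 without shrinkage. The overlap with the mis-spliced genes was 0 with edgeR, at any fold change and in each fit that left out a library, and 5 with DESeq2 and shrunken fold changes. The cause was not tested.

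The log2 fold changes of Rbmxl2 and Kdm4d kept their sign and their side of the adjusted threshold under every alternative that gave a value. Rbmxl2 ranged from -12.21 to -5.36 and Kdm4d from -1.48 to -0.91. The mean correlation between genotypes moved by less than its SD under both alternatives. The median of the mis-spliced genes and the difference between X-linked and autosomal transcripts kept their sign under each alternative run, the latter between -0.19 and -0.03.

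Over 36 other results, 296 of 360 values under an alternative were unchanged in direction and side of the threshold, 59 passed the adjusted threshold that they had not passed with edgeR, 2 moved and 3 reversed. The numbers that moved were those of non coding transcripts, from 0 to 24 with either form of DESeq2. Across the fits that each left out a library, the log2 fold change of Alms1 ran from -0.49 to 0.018, reversing without knockout replicate 7, and that of Gm5134 from -0.030 to 0.52, reversing without wild type replicate 12. The difference in the share of Cul4a counts on the retained intron transcript ran from -0.597 to 4.84 percentage points, reversing without wild type replicate 12. The cause was not tested.

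Among 26 named transcripts other than Rbmxl2 and Kdm4d, 19 passed an adjusted p of 0.05 with DESeq2 in either form and 19 without a filter on low counts, while none did with DESeq2 size factors in edgeR. The share of Slc9c1 counts could not be computed, since wild type replicate 9 has no Slc9c1 counts. For Esco1 the share among transcripts with at least 10 counts has no meaning, because only 1 transcript is left.

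Depth limits the transcripts with few reads. The transcripts of Slc9c1, Myf6 and Kdm4d with the alternative exon have 0 or 2 reads in at least 1 library of one genotype, so that the size of their fold change depends on how the test treats low counts.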

Differences from the paper's values

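The paper gives 45 genes past its threshold, against 1 transcript with edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, DESeq2 without shrinkage (48) and DESeq2 with shrunken fold changes (47) came within 1.5 times of the paper's number, and the others did not. The edgeR likelihood-ratio test, which was chosen after seeing the values, gave 63, also within 1.5 times. The paper gives 23 protein coding genes, against 1. DESeq2 gave 22 with shrunken fold changes and 23 without shrinkage, and both closed the gap. The paper gives 36% of the changes as non coding, against 0%. DESeq2 gave 51.1% with shrunken fold changes and 50.0% without shrinkage, both within 1.5 times of the paper's value. By the same sorting the paper's own table held 53.1% non coding transcripts. The distance of the DESeq2 values from 36% therefore lies in the sorting and not in the test. The paper gives 33% of the genes with changed expression as also changed in splicing, against 0%. DESeq2 gave 10.9% with shrunken fold changes and 10.6% without shrinkage, and neither closed the gap. By the same matching of identifiers, the paper's own expression table gave 12.5% (6 of 48 genes). The choice of test therefore does not account for the distance of the DESeq2 values from 33%, which could not be reached by this matching. Any fold change and leaving out each library gave 0%, but with 1 or 2 genes past the threshold, among them Rbmxl2 itself, these percentages and that of edgeR cannot be set against the paper's. The other alternatives set before the data were examined were not computed for this overlap.

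For 25 of the transcripts named here both the paper's table and edgeR give a log2 fold change with a standard error, and 17 of the edgeR values differ from the table by more than the larger standard error. With DESeq2 and shrunken fold changes none of the 25 differ, while with DESeq2 without shrinkage 14 do. With a library left out of edgeR, 14 to 20 differ. For these 25 as a set, the gaps therefore go with shrinkage of the fold changes and not with single libraries. The paper's table has columns named as DESeq2 names them, and its fold changes are printed here as the paper's.

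For 9 genes no other alternative set before the data were examined closed the gap. Their log2 fold changes were -10.29 against the paper's -5.44 for Rbmxl2, 4.24 against the paper's 1.22 for Slc9c1, -7.27 against the paper's -1.54 for Myf6, -4.38 against the paper's -2.56 for Gm597, and -4.46 against the paper's -2.19 for Tg. They were 3.21 against the paper's 1.81 for C1rb, 1.85 against the paper's 1.27 for Pcbp3, 2.80 against the paper's 2.09 for Tsga8, and -5.99 against the paper's -1.97 for Platr28. Myf6 had no knockout reads, so the size of its -7.27 is set by how the fit treats zeros, and its gap cannot be sized.

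For the others, further alternatives also closed the gap. Since the gaps as a set go with shrinkage, a gap closed by leaving out a library is not traced to that mouse. Fsip2 had -2.12 against the paper's -1.60, and leaving out knockout replicate 7, knockout replicate 10 or wild type replicate 9 closed it. Nxn had 1.57 against the paper's 1.16, closed without knockout replicate 7 or wild type replicate 12. Slc39a8 had 2.82 against the paper's 1.46, closed with counts summed per gene. Slfnl1 had 1.80 against the paper's 1.23, closed without wild type replicate 12. Esco1 had -1.47 against the paper's -1.21. DESeq2 without shrinkage, DESeq2 size factors and no filter on low counts closed the gap. Leaving out knockout replicate 10 or wild type replicate 9 also closed it. Without wild type replicate 8 Esco1 moved away to -1.49, and lay within the larger standard error only because that error grew (0.32 against 0.25). Zfp386 had -1.64 against the paper's -1.23, closed without a filter on low counts and without knockout replicate 10, wild type replicate 8 or wild type replicate 9. Col6a5 had -1.36 against the paper's -1.05, closed with DESeq2 without shrinkage, with DESeq2 size factors, without a filter on low counts, and without knockout replicate 10, wild type replicate 8 or wild type replicate 12. Afm had 1.45 against the paper's 1.12, closed with counts summed per gene and without knockout replicate 7 or wild type replicate 12. It moved away with DESeq2 without shrinkage (1.49), without a filter on low counts (1.49) and without wild type replicate 8 (1.48). There it lay within the larger standard error only because that error grew (0.38 to 0.42 against 0.31). The remaining alternatives that gave a value did not close these gaps.

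The paper states that Cul4a, Slc9c1, Tex15, Myf6, Nxn, Cyr61, Fsip2, Esco1 and Slc39a8 changed expression. In the edgeR test with its filter on low counts none of these passed the adjusted threshold. Without that filter all but Cul4a did, and with DESeq2 and shrunken fold changes all but Slc9c1 did. Their directions in the edgeR test were those in the paper's table, which came from the same libraries.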

Other observations

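The counts of other splits for the numbers of changed transcripts, for the gap in correlation and for antisense transcripts were chosen only after the result was seen, and the patterns near Rbmxl2 and in non coding transcript types were noticed in the data before their remaining tests were run.

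The 6 libraries can be divided into groups of 3 in 10 ways, so a share below 0.1 is not possible. With edgeR, 1 of the 10 splits, the real one, gave as many transcripts past the threshold as the knockout against the wild type, and the 9 other splits gave 0, although 3 of them had more transcripts at an unadjusted p under 0.05 than the 633 of the real split, up to 1572. With DESeq2 and shrunken fold changes, again 1 of the 10 splits gave as many transcripts past the 2-fold threshold. Of the 9 others 3 gave some, up to 26 against 47. At any fold change, another split that put knockout replicates 7 and 11 with wild type replicate 9 gave 49 against 48. The single edgeR transcript is that of the deleted gene, with 1, 0 and 0 reads in the knockout and 628, 472 and 669 in the wild type. For the other transcripts the number of splits is too small to tell an effect of genotype from an accident of how the mice were grouped. The far lower number of calls by edgeR than by DESeq2 was tested against low power. In simulated counts, transcripts were called at an adjusted p under 0.05 with any fold change. By such calls edgeR found 95.0% of transcripts changed 8-fold and DESeq2 with shrunken fold changes 96.0%, so power for such changes did not set the tools apart there. For 2-fold changes edgeR found 11.0% and DESeq2 24.3%, so a difference in power for smaller changes is not set aside. In the real counts, transcripts with log2 fold changes beyond 8-fold, such as Gm597 with -4.38 and Tg with -4.46, also missed the adjusted threshold with edgeR, for a reason that was not tested. The simulated counts followed edgeR's own dispersion estimates, so they cannot set aside low power in the real counts.

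The knockout libraries differed more from each other than the wild type libraries did, by a gap of 0.0307 in mean correlation. Much of the gap rests on knockout replicate 7, whose r with knockout replicates 10 and 11 was 0.934 and 0.949. Its r with the wild type libraries was as low (0.947 to 0.953). Knockout replicates 10 and 11 had r of 0.966 with each other, nearer to the lowest wild type pair at 0.973. After thinning all libraries to equal totals 98.5% of the gap was left, after removing each library's deviation with GC content and transcript length 83.0%, without the 100 transcripts with most counts 103.9%, and with protein coding transcripts alone, as a test of unspliced RNA content, 89.6%. A gap as large was given by 2 of the 10 splits, so it cannot be told apart from an accident of grouping. A candidate explanation is the germ cell stage or somatic cell content of the testes. Among marker lists written before the test, the highest percentile of the range between knockout libraries was 100 among random lists, for 4 Leydig cell genes, with a range of 2.44 on the log2 scale. The wild type libraries had a range of 2.18 for the same genes, so this variation may be between mice of either genotype. Lists for Sertoli cells and spermatogonia had percentiles of 97.0 and 95.7, with ranges of 0.77 and 0.83 between knockout libraries against 0.46 and 0.47 between wild type libraries, and deviations of 0.54 and 0.60 in knockout replicate 7. A list of immediate early genes, which marks no stage or cell type, had a percentile of 99.5. Its range was 0.82 between knockout libraries against 0.57 between wild type libraries, so a wide range was not particular to cell type lists. The meiotic lists did not stand out, with percentiles of 13.9 for early and 64.6 for late meiotic prophase, and the late list ranged more between wild type libraries (0.95) than between knockout libraries (0.29). The meiotic lists thus give no sign of a stage difference particular to the knockout libraries. Median deviations of the Leydig cell genes were 0.97, -1.47 and -0.26 in knockout replicates 7, 10 and 11, and -0.01, -0.67 and 1.52 in wild type replicates 8, 9 and 12.

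Knockout replicate 7 differed from the other libraries in transcript types. Its median deviation for retained intron transcripts was -0.61 on the log2 scale, while the other libraries lay between 0.12 and 0.20, and it also had the lowest share of reads on no transcript. The hypothesis that retained intron and other non coding transcripts of protein coding genes rise in the knockout was not borne out with all libraries included. Their median log2 fold change was -0.18 against 0.03 for coding transcripts, at percentile 0 of random coding transcripts of like expression, and a difference as large came from 10 of the 10 splits. Without knockout replicate 7 the medians were -0.00 and -0.04, so the direction of the difference rests on that library. Knockout replicate 7 is in one of the groups in every split, so the splits could not tell its deviation from an effect of genotype. Antisense transcripts had a median of 0.22, with 42 up and 2 down at an unadjusted p under 0.05, but 4 of the 10 splits gave a difference from coding transcripts as large.

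Platr28, a long non coding RNA that starts 32106 bases after the end of Rbmxl2, was counted 1, 0 and 0 times in the knockout and 34, 33 and 22 times in the wild type, a log2 fold change of -5.99 (standard error 0.71, adjusted p = 0.0597 from edgeR). It passed with DESeq2, at adjusted p-values of 0.00141 without shrinkage and 1.17e-05 with shrunken fold changes. Flanking DNA of the targeted embryonic stem cells was tested over 20 Mb on either side, where 9 of 310 transcripts had an unadjusted p under 0.05, against 614 of 15113 elsewhere (Fisher's exact test, two-sided p = 0.381), which gives no sign of it over that distance. Closer to the gene, 2 of 8 transcripts within 1 Mb had an unadjusted p under 0.05, a count that leaves out Rbmxl2 and Platr28 themselves. Flanking DNA was not tested apart there. A wider loss of expression around the deletion was tested on the same 8 transcripts. Their median was -0.42, at percentile 0.87 of random lists, and 6 of 8 fell, but 3 of the 10 splits gave a median as far from 0. A local effect of the deletion may therefore be a candidate explanation for the neighbours, which cannot be told apart from an accident of grouping.

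The 151 tested genes that the paper lists as mis-spliced had a median log2 fold change of -0.06, against 0.03 for random lists (two-sided permutation p = 0.00260), but 7 of the 10 splits gave a difference as large. X-linked transcripts (509) differed from autosomal ones by -0.10 in median, and 5 of the 10 splits gave a difference as large. For 10 Y-linked transcripts the difference was -0.20, and 3 of the 10 splits gave one as large. Nr4a1 and Cyr61 are immediate early genes, and the hypothesis that such genes fall as a class was not borne out. The median of 12 tested was -0.05, at percentile 21.5 of random lists, and 8 of the 10 splits gave a median as far from 0.

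Whole-transcript values of splicing targets do not measure splicing and are given here alone. Log2 fold changes by edgeR were 1.03 for Meioc (standard error 0.27, adjusted p = 0.735), -0.65 for Brca2 (standard error 0.26), -0.26 for Alms1 (standard error 0.29), 0.21 for Gm5134 (standard error 0.28) and -0.70 for Catsperb (standard error 0.40), the last 4 with an adjusted p of 0.963. Meioc passed with edgeR without the filter on low counts (1.06, adjusted p = 0.000597). With DESeq2 it did not (adjusted p = 0.142 without shrinkage and 0.149 with shrunken fold changes). All knockout libraries lay on one side of all wild type libraries for Meioc and Brca2, and not for Alms1, Gm5134 and Catsperb.

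In the paper's splicing table the entry for Kdm4d holds exactly the start and end of the annotated alternative exon, 14485527 and 14485692 on chromosome 9.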
